# Correlation Analysis of Expression Profile and Quantitative iTRAQ-LC-MS/MS Proteomics Reveals Resistance Mechanism Against TuMV in Chinese Cabbage (*Brassica rapa* ssp. *pekinensis*)

**DOI:** 10.3389/fgene.2020.00963

**Published:** 2020-08-20

**Authors:** Shanwu Lyu, Liwei Gao, Rujia Zhang, Changwei Zhang, Xilin Hou

**Keywords:** transcriptome (RNA-Seq), proteome, correlation analysis, Chinese cabbage, *Turnip mosaic virus* (TuMV) resistance

## Abstract

The arms race between plants and viruses never ceases. Chinese cabbage, an important type of *Brassica* vegetable crop, is vulnerable to plant virus infection, especially to *Turnip mosaic virus* (TuMV). To better examine the molecular mechanisms behind the virus infection, we conducted the correlation analysis of RNA-Seq and quantitative iTRAQ-LC-MS/MS in TuMV-infected and in healthy Chinese cabbage leaves. There were 757 differentially expressed genes and 75 differentially expressed proteins that were screened in Chinese cabbage plants infected with TuMV. These genes were enriched in many pathways, and among them, the plant hormone signal transduction, plant-pathogen interaction, and protein processing in the endoplasmic reticulum pathways were suggested to be closely related pathways. The correlation analysis between RNA-Seq and quantitative iTRAQ-LC-MS/MS was then further explored. Finally, we obtained a preliminary network of several candidate genes associated with TuMV infection, and we found that they mainly belonged to calcium signaling pathways, heat shock proteins, WRKY transcription factors, and non-specific lipid transfer proteins. These results may lead to a better understanding of antiviral mechanisms and of disease-resistant breeding.

## Introduction

*Brassica* vegetable crops not only provide multiple components of nutrition such as proteins, vitamins, trace elements, and inorganic salts, but also serve as important research materials. Among *Brassica* vegetable crops, Chinese cabbage (*Brassica rapa* ssp. *pekinensis*) has the largest cultivated area and yield, and the completion of its genome sequence in 2011 has made its transcriptomic and proteomic analysis more feasible (Cao et al., 2006; Cheng et al., 2011).

However, several biotic stresses have been constant threats to both crop quality and yield. *Turnip mosaic virus* (TuMV), a member of the *Potyvirus* genus, has emerged as an important pathogen to *Brassica* crops (Walsh and Jenner, 2002). It ranks only second to *Cucumber mosaic virus* (CMV) and is the most prevalent viral pathogen infecting Chinese cabbage, especially in Asia, North America, and Europe (Tomlinson, 1987). It infects 318 kinds of dicotyledons and several monocotyledons through artificial inoculation (Walsh and Jenner, 2002; Shattuck, 2010). Moreover, it can develop conspicuous symptoms such as systemic vein clearing, necrosis, chlorosis, and withering; internal necrosis would occur following further cold storage (Li et al., 2019). On account of its broad parasitifer and its non-persistent transmission, many means of prevention against TuMV are ineffective, and some of them can cause agricultural chemical pollution (Walsh and Jenner, 2002). Furthermore, climate change also enhances the difficulties in controlling damage caused by plant viruses (Jones and Barbetti, 2012). As such, investigation of natural plant genes that confer resistance against viruses may provide effective and environmentally friendly ways for the reduction or restriction of viral infections (Fraser, 1990; Hughes et al., 2002; Walsh and Jenner, 2002; Li et al., 2019).

Plant viruses are a type of obligate intracellular parasite, so their infection cycles are intimately related to and rely completely on the host cell component, including host factors. Host factors encompass proteins, nucleic acids, carbohydrates, lipids, and metabolites which can be used for fighting off pathogens (Laliberte and Sanfacon, 2010). Accordingly, the discovery of new TuMV host factors and their applications in production using modern molecular biology techniques are a trend of modern genetic engineering to confer plant disease resistance. Up to now, several TuMV resistance loci or genes have been mapped or cloned in *Brassica* vegetable crops. In *Brassica napus*, *TuRB01* and *TuRB02* were initially mapped (Walsh et al., 1999), afterward, *TuRB04* and *TuRB05* were identified by Jenner et al. (2002, 2003), followed by *TuRB03* (Hughes et al., 2003). In *Brassica rapa*, *ConTR01*, *retr01* (Rushholme, 2000; Walsh and Jenner, 2002; Rusholme et al., 2007), *BcTuR3* (Ma et al., 2010), *Rnt1-1* (Fujiwara et al., 2011), *TuRBCH01* (Xinhua et al., 2011), *retr02* (Qian et al., 2013), and *TuRB01b* (Lydiate et al., 2014), have been identified, as well as *retr03* (Shopan et al., 2017) in *Brassica juncea*. Moreover, numerous disease resistance (*R*) genes also have been identified including the NBS-LRR gene family. Several genes in this family have been reported such as *HRT*, *N*, *RCY1*, *Rx1*, *Rx2*, and *Sw5* (Kang et al., 2005). Aside from the *R* genes, the translation initiation factors *eIF4E* and *eIF4G* were also isolated as recessive resistance genes in *Arabidopsis thaliana* and *B. rapa* (Sanfaçon, 2015; Li et al., 2018). Recently, *retr02* has been suggested to be an allele of *eIF(iso)4E* (Qian et al., 2013), and that eIF4E-related resistance has been reported as the more effective type (Yeam et al., 2007; Mazier et al., 2011; Rodríguez-Hernández et al., 2012). Chung et al. (2014) constructed a genetic map based on high-throughput SNP and discovered a novel dominant TuMV resistance locus (*TuMV-R*), containing four CC-NBS-LRR resistance genes and two pathogenesis-related-1 genes. Recently, Wang et al. (2015) identified TuMV-responsive as well as new types of miRNA in non-heading Chinese cabbage through high-throughput sequencing.

Despite these excellent signs of progress, functional data remain scarce, especially in terms of finding new host factors involved in virus infection, replication, or transport. To this end, we conducted the correlation analysis by combing RNA-Seq and quantitative iTRAQ-LC-MS/MS on Chinese cabbage infected with TuMV. Most of the differentially expressed genes (DEGs) and differentially expressed proteins (DEPs) belong to the plant hormone signal transduction, plant-pathogen interaction, and protein processing in the endoplasmic reticulum pathways. Subsequently, we found many candidate resistance genes associated with TuMV infection, mainly focusing on the calcium signaling pathways, heat shock proteins, WRKY transcription factors, and lipid transfer proteins. These results can serve as an important source in research involving antiviral mechanisms and disease-resistant breeding.

## Materials and Methods

### Plant Material

The Chinese cabbage (*chiifu-401-42*) used in this study is a typically sequenced cultivar and medium sensitive to TuMV infection. Seeds were pre-germinated for 2 days at 25°C and were transferred into an incubator set at 20–25°C with a 16-h light/8-h dark photoperiod and a constant 85% relative humidity. Mechanical inoculation with TuMV was performed based on a previous report (Lv et al., 2015). Briefly, the five-leaf stage seedlings were rubbed with the TuMV inoculum (pathotype C4) by grounding the TuMV-infected Chinese cabbage leaves with phosphate buffer (pH 7.4). The plants inoculated only with buffer served as control. At 21 days post-inoculation (dpi), >2.0 g each of the infected and the control leaves were collected for RNA-Seq, proteomics, and qRT-PCR verification. After collection, all samples were immediately frozen using liquid nitrogen and were stored at −80°C for further experiments. Three biological replicates were conducted for each of the subsequent analysis.

### RNA Isolation and Sequencing

For Illumina sequencing, total RNA was extracted from the TuMV-infected and control leaves using TRIzol reagent (Takara Bio Inc., Otsu, Japan) following the manufacturer’s protocol. RNA quantity and quality assessment were performed using the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, United States) and gel electrophoresis. After treatment with DNase I and enrichment using the oligo (dT) magnetic beads (for eukaryotes), the mRNA was fragmented into short fragments (about 200 bp). Subsequently, double-stranded cDNA was synthesized, and the sequence adaptors were ligated to the fragments. Finally, the Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample libraries. These libraries were sequenced at the Beijing Genomics Institute (Shenzhen, China^1^) using the Illumina HiSeq^TM^ 2000 (San Diego, CA, United States).

### Quantitative Real-Time PCR Validation and RT-PCR Detection

The RNA of each sample was extracted as previously described and was reverse-transcribed using the PrimeScript^TM^ RT reagent Kit with gDNA Eraser (Perfect Real Time Takara Bio Inc., Otsu, Japan). For RT-PCR, the amplification procedure used was as follows: initial denaturation at 94°C for 4 min, followed by 30 cycles of 94°C for 30 s, 55°C for 30 s, and 72°C for 30 s. Final extension was performed at 72°C for 10 min. The length of the coat protein (*CP*; GenBank: EF028235) gene segment is 204 bp. To verify the reliability of Illumina sequencing, we randomly selected 25 genes from the 757 DEGs. Their transcript levels were quantified using the 2^–ΔΔCT^ method (Livak and Schmittgen, 2001). qRT-PCR was performed in three biological replicates following protocols used in the previous study (Lv et al., 2015). All of the specific primers for the 25 genes were designed using Beacon Designer v 7.9, and Chinese cabbage *Actin* (*Bra028615*) was used as the reference gene for quantitative expression analysis (Supplementary Table S1). Correlation test of RNA-Seq and qRT-PCR was analyzed by using ggpubr (v 0.4.0) R package^2^.

### Protein Extraction and Peptide iTRAQ Labeling

Total proteins were extracted from the TuMV-infected and control leaves. Samples were homogenized in lysis buffer solution (7 M Urea, 1 mM PMSF, 2 mM EDTA, 2 M Thiourea, 10 mM DTT, and 4% CHAPS) and were precipitated by acetone. Then, 100 μg digested proteins of each sample were labeled with different isobaric tags, and the iTRAQ tags used were as follows: CK_1-114 isobaric tag, CK_2-116 isobaric tag, CK_3-118 isobaric tag, TuMV_1-117, TuMV_2-119, and TuMV_3-121. These samples were blended and lyophilized before conducting strong cation exchange chromatography (SCX) using the Shimadzu LC-20AB HPLC system (Shimadzu, Kyoto, Japan). Each of the above components was fractionated using a Prominence LC-20AD Nano HPLC (Shimadzu, Kyoto, Japan). Finally, Q-EXACTIVE (Thermo Fisher Scientific, San Jose, CA, United States), which involves nanoelectrospray ionization followed by tandem mass spectrometry (MS/MS), was used for data acquisition. The resolution used in the Orbitrap was 70,000, and the higher-energy collision dissociation (HCD) mode (27 ± 12% collision energy) was used for MS/MS.

### Bioinformatics Analysis

The Brassicaceae Genome Data v 1.5^3^ was used as the reference genome. After removing data corresponding to impurities using the Trimmomatic program (v 0.33) (Kim et al., 2018), clean reads from the raw data were mapped to the reference genome using a short read alignment software SOAPaligner/SOAP2 (Li et al., 2009) with two mismatches for mapping the reads to the reference genome. The result mapped to the genome was recorded for further analysis. Expression levels of each unigene were calculated using the reads kilobases per million reads (RPKM) method (Mortazavi et al., 2008). Afterward, we used the Pearson correlation coefficients (PCC) to assess repeatability within replications. The longest transcript was used for the calculation of gene expression and coverage if there were several transcripts in a unigene. We used a false discovery rate (FDR) of ≤0.001 and the absolute value of log_2_Ratio ≥ 1 to screen for DEGs. Mascot v2.3.02 was used for protein identification against the database containing Bra_Chromosome_V1.5 (40796 sequences)^4^. Ratios with *p*-values < 0.05 and fold changes > 1.2 were considered as significant. Functional annotations were conducted using the Blast2GO program against the non-redundant protein database (NR; NCBI), KEGG database^5^ and the COG database^6^.

## Results

### Symptom and Molecular Identification of TuMV-Infected Chinese Cabbage

Before sampling, we first determined whether all the inoculated Chinese cabbage were infected by TuMV. The phenotypes and transcription levels were used as evaluating indicators. Results showed that all the inoculated Chinese cabbage presented severe symptoms such as severe systemic vein clearing, necrosis, and stunting (Figure 1A). Upon obtaining the RT-PCR and qRT-PCR results, the 204 bp amplicons were observed to be quite clear in the infected samples, compared with the healthy ones, and TuMV was observed to have largely proliferated (average relative expression level = 1226.30, Figure 1B). The results indicated the presence of the TuMV virion in inoculated samples and showed that the appropriate time for sampling is 21 dpi.

**FIGURE 1:**
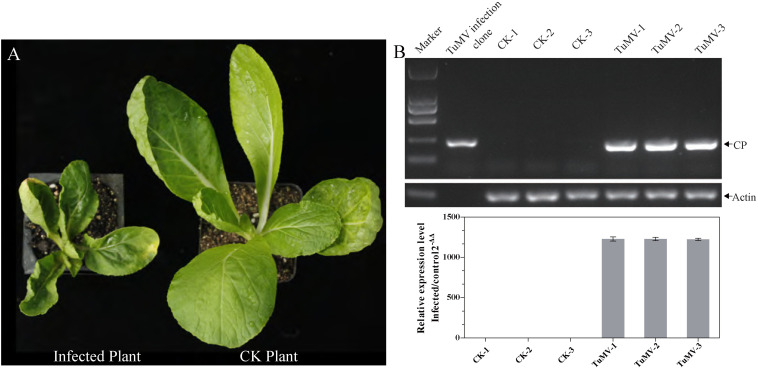
The identification of morbidity in inoculated Chinese cabbage. **(A)** The left plant was photographed at 21 dpi, and it showed severe symptoms such as systemic vein clearing, necrosis, and stunting. The right plant served as control. **(B)** For RT-PCR detection, RNA extraction and reverse transcription were performed on each sample. *CP* expression level was quantified by qRT-PCR, and the length of *CP* segment was 204 bp. *Actin 7* (*Bra028615*) was used as an internal reference gene.

### RNA Sequencing, Mapping, and DEGs Screening

The expression levels of the transcriptome and proteome were detected by RNA-Seq and iTRAQ according to the workflow illustrated in Figure 2A. 

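RNA-Seq counts the cDNA fragments that come from each gene's mRNA. Leaf RNA of TuMV-inoculated plants (TuMV) and control plants (CK) was collected at 21 dpi, with 3 biological replicates per group (CK_1 to CK_3 and TuMV_1 to TuMV_3), which gave 6 libraries. The authors aligned the reads with SOAP2 and deposited, for each of 31513 genes, the number of uniquely mapped reads in each library, its RPKM and its coverage. The read numbers are not normalized, and the RPKM values divide them by the coding length and by the library's total of unique reads on genes. RPKM recomputed from the reads differed from the deposited RPKM by a relative difference of at most 2.06e-08. With the total of unique reads on genes in each library, 1 read on a gene of 1 kb was worth 0.132 to 0.164 RPKM. Reads that matched more than 1 place were not counted by the authors, so genes with near-identical copies, such as members of the SAUR, WRKY and nsLTP families, can have values below their true level, by an amount that the read numbers do not show. The read numbers were tested with edgeR's quasi-likelihood test after TMM scaling, on the 23154 genes that passed its expression filter, with Benjamini-Hochberg adjustment. Unique reads on the tested genes numbered 6783705 in CK_1, 7155106 in CK_2 and 7575293 in CK_3, and 6086863 in TuMV_1, 7096607 in TuMV_2 and 6982966 in TuMV_3. Genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were called. Each standard error given beside a log2 fold change (SE) was computed as the fold change divided by the square root of its F statistic. The TMM factors were 0.976, 0.969 and 0.890 in CK_1 to CK_3 and 1.10, 1.03 and 1.05 in TuMV_1 to TuMV_3, and without TMM, or with limma on log2 RPKM, fold changes were higher by a median over genes of 0.157 to 0.165 on the log2 scale, with other shifts for single genes. The authors' NOISeq test was also recomputed from the deposited RPKM. Gene names are those of the annotation deposited with the values (KEGG Orthology entries and best Blast matches, many of them from Arabidopsis or other Brassica species) or those given in the text.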

The results of transcriptome, proteome, and correlation analysis are illustrated in Table 1. A standard bioinformatics analysis was performed as follows: first, after deleting low-quality reads and adaptor sequences, we obtained 7,195,399 (CK_1, 59.83%), 7,610,342 (CK_2, 64.63%), 8,119,719 (CK_3, 65.55%), 6,486,095 (TuMV_1, 55.35%), 7,563,676 (TuMV_2, 62.89%), and 7,503,701 (TuMV_3, 62.25%) mapped reads in total, compared with the total reads, corresponding to 12,025,649, 11,775,794, 12,387,122, 11,718,227, 12,026,610, and 12,054,525 based on the Brassicaceae Genome Data v 1.5 (Supplementary Table S2). 

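Summed over genes, the deposited unique reads made up 56.6% (CK_1), 60.9% (CK_2), 61.4% (CK_3), 52.2% (TuMV_1), 59.2% (TuMV_2) and 58.1% (TuMV_3) of these total reads. The totals of unique reads in the authors' Table S2 are slightly larger, for example 6811676 in CK_1 and 6118635 in TuMV_1, and the values here use the sums over genes. TuMV_1 had both the fewest reads and the lowest share. The 10 genes with the most reads took 2.84 to 4.09% of the reads of each library. At least 1 read was found on 28356 to 28500 genes in the CK libraries and on 28288 to 28717 in the TuMV libraries, and 25678 genes (81.5%) had a read in all 6.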

The average value of unique matches was 58.12% with a 17.70% mismatch (≤2 bp). Then, we performed a quality assessment of reads, and the average clean reads accounted for 99.43%. Standard deviations (SD) between the biological replicates were 0.1% (CK) and 0.05% (TuMV), respectively (Supplementary Table S3 and Supplementary Figure S1), indicating that the sequencing results were of high quality and were reproducible. 

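Over the 31513 genes, Pearson's r of log2(RPKM + 1) between replicates was 0.964 ± 0.0148 on average in CK (SD over 3 pairs, range 0.947 to 0.974) and 0.966 ± 0.0128 in TuMV (3 pairs, range 0.956 to 0.981). The 9 pairs of 1 CK and 1 TuMV library had a mean of 0.939 ± 0.00874 (range 0.925 to 0.952), so the weakest pair of replicates, with r = 0.947, lay within the range between the groups. These are correlations across genes, which are not independent replicates. The scale moved them most: on RPKM without a log, the means were 0.849 in CK, 0.886 in TuMV and 0.832 between the groups. The first principal component of log2 read numbers scaled by library size held 48.4% of the variance and separated the groups. The second held 27.8%, with CK_1 (58.5) and TuMV_1 (52.9) at one end and CK_3 (−67.0) and TuMV_3 (−29.5) at the other. No pair of replicates was close enough to be a single library, since the chi-square per gene between replicates ran from 12.0 to 42.3, where sampling noise alone gives about 1.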

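Because the read numbers are whole, the genes that smaller libraries would detect can be computed by binomial thinning. With 1 in 2 reads kept, 95.6 to 96.0% of the genes detected in each library would still have at least 1 read, and with 1 in 4 kept, 90.6 to 91.4%. Genes with at least 10 reads numbered 22442 to 22938 in the CK libraries and 22790 to 23078 in the TuMV libraries. With 1 in 2 reads kept, the same limit would be met by 20220 to 20991 genes per library.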

Next, to determine sequencing depth, our analysis results showed that the number of identified genes became saturated when the number of reads reached 12 million. In our study, the number of each sample exceeded 6 million (Supplementary Figure S2). Sequencing libraries were built according to the method reported by Wang et al. (2009), which led to an increased randomness (Supplementary Figure S3). Gene coverage is also an important assessment index of sequencing quality. Here, more than 50% of genes corresponded to over 80% of the gene coverage (Supplementary Figure S4). 

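Coverage, the part of a gene's coding length that has at least 1 read, was over 80% for 52.1 ± 0.935% of the detected genes in CK (SD, n = 3) and for 52.9 ± 1.48% in TuMV (SD, n = 3). Counted over all 31513 genes, the share was 46.0 to 48.6%. The groups overlapped, with 51.1 to 52.8% of detected genes in CK and 51.2 to 53.8% in TuMV.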

Finally, in the statistical analysis of gene expression levels, we applied the RPKM method to estimate transcript abundance, as well as all the other information, including gene length, RPKM, gene coverage, log_2_ratio (TuMV/CK), and probability; these are shown in Supplementary Table S4.

**FIGURE 2:**
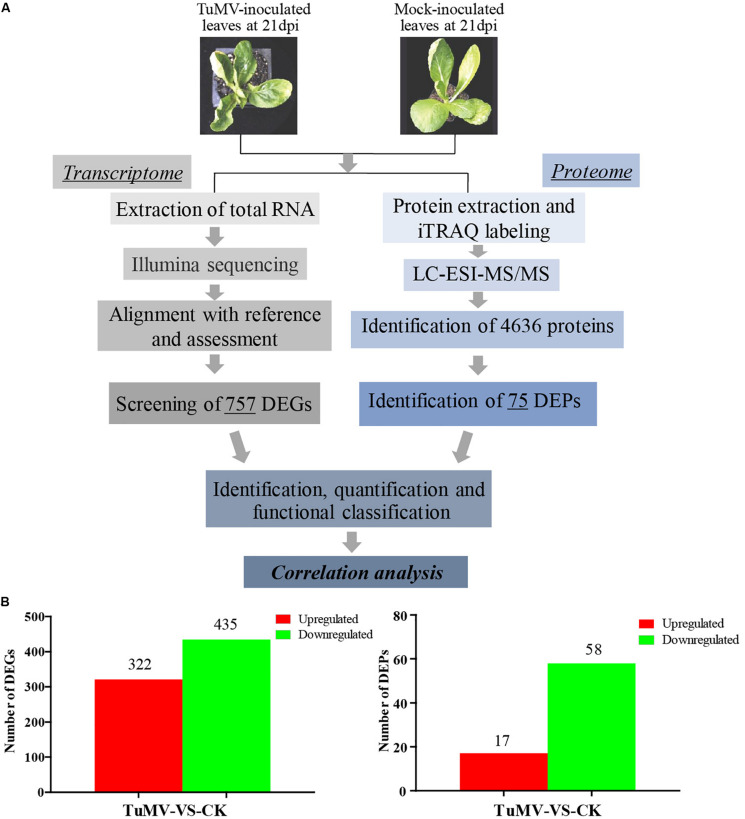
Experimental workflow and summary of the present study. **(A)** Transcriptomic and proteomic methods that were used to analyze correlation and to find viral disease-related genes. **(B)** Significant differentially expressed genes screened at the transcription and proteome levels.

**TABLE 1:** Summary of results of the transcriptome, proteome, and correlation analysis.

Group name	Type	Number of proteins	Number of genes	Number of correlations
TuMV-VS-CK	Identification	4636	31513	4592
TuMV-VS-CK	Quantitation	3498	31513	3476
TuMV-VS-CK	Differential Expression	75	757	12

Moreover, to screen DEGs, we used the NOIseq method (Tarazona et al., 2011) according to its good true positive and false-positive rates. 

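NOISeq compares the log2 ratio and the absolute difference of a gene's group means with the same measures between pairs of replicates, and gives the probability that the gene differs more than replicates do. It fits no variance per gene, so a gene with 1 very high replicate can be called. Recomputed on the deposited RPKM with zeros set to 0.001, the method called 742 genes, 313 higher and 429 lower in TuMV. The copy of Table S4 used here holds the first 1997 of 31513 gene rows. For all 1997, the recomputed log2 ratio lay within 0.01 of the authors' value, and the probability differed by at most 0.0248. Of 277 genes held from Table S5, all of them lower in TuMV, 274 lay within 0.01 (largest difference 3.32), and all 277 did with zeros set to 0.01, a setting chosen after this was seen. All 3 TuMV values lay above all 3 CK values for 253 of the 313 higher genes, and below them for 383 of the 429 lower genes, which selecting genes by a large difference of means favors. The count moved most with the probability threshold: 41 genes reached 0.9. Restricting the method to genes with an RPKM of at least 1 in 3 or more libraries gave 1321 calls, and leaving out TuMV_1 gave 1163.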

Finally, we obtained 757 remarkable DEGs following a filtering condition of fold change ≥ 2 and probability ≥ 0.8 (Figure 2B and Supplementary Table S5). Among them, 322 genes were found to be upregulated and 435 genes were downregulated.

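With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 884 of 23154 tested genes were called, 253 higher and 631 lower in TuMV, and 5673 had an unadjusted p under 0.05. For all 884, the 3 TuMV values lay outside the CK range, which their selection favors. Among all tested genes, which were not selected in this way, it was so for 33.9%, against 10% by chance. Both methods called 368 genes, all in the same direction. Of the other 374 NOISeq calls, 196 were higher and 178 lower in TuMV, and 672 of the 739 NOISeq calls that edgeR tested had an unadjusted p under 0.05. DESeq2 called 2064 genes, 880 of them also called by edgeR. The share of higher genes among the calls depended on the scaling and on single libraries. It was 28.6% with TMM, 32.6% with DESeq2, 51.1% without TMM and 49.5 to 50.6% with limma on log2 RPKM. The count was 1096 (416 higher) without CK_1, 179 (24 higher) without CK_2, 507 (134 higher) without CK_3, 1633 (480 higher) without TuMV_1, 143 (34 higher) without TuMV_2 and 87 (21 higher) without TuMV_3.
The gene with the largest rise was Bra035742, whose best Blast match is a B. rapa jmjC domain histone demethylase and whose KEGG entry is dTMP kinase. It had 0.593 ± 0.106 RPKM in CK and 64.5 ± 1.99 in TuMV (SD, n = 3), with a log2 fold change of 6.56 (SE 0.21, adjusted p = 0.000222, edgeR, Benjamini-Hochberg), and was the only gene with an adjusted p of at most 0.001. The next largest rises were those of Bra001264 (KEGG CONSTANS, 5.91, adjusted p = 0.00313, edgeR, Benjamini-Hochberg), Bra018204 (ARR-B family, 5.37, adjusted p = 0.00125, edgeR, Benjamini-Hochberg), Bra010149 (5.05, adjusted p = 0.0152, edgeR, Benjamini-Hochberg) and Bra017619 (4.61, adjusted p = 0.0282, edgeR, Benjamini-Hochberg). Bra010149 rests on 2 reads in CK and 81 in TuMV, a ratio of 43.2, scaled by library size, with a 95% counting interval of 11.6 to 363. It was no longer called without CK_2, TuMV_2 or TuMV_3 (adjusted p 0.0537 to 0.0615, edgeR, Benjamini-Hochberg), nor was Bra017619 without CK_2, CK_3, TuMV_2 or TuMV_3 (0.0585 to 0.123). Bra022813, a match to Arabidopsis CYP71A13, was among the largest falls, with 270 reads in CK and 0 in TuMV, which leaves its rank open. It was at least 27.6-fold lower in TuMV, taking a floor of 3 reads in each TuMV library, and its adjusted p of 0.0261 (edgeR, Benjamini-Hochberg) rose to 0.0638 to 0.0815 without CK_2, CK_3, TuMV_2 or TuMV_3. Bra013227 (CYP82G1 of A. lyrata) had 286 reads in CK and 3 in TuMV, a ratio of 89.4 (30.3 to 436), and Bra004507 (PRR9) had 114 and 1, a ratio of 107 (18.8 to 4259). Counting intervals and floors cover counting error only. The remaining largest falls were Bra012784 (−5.23, adjusted p = 0.0132, edgeR, Benjamini-Hochberg), whose adjusted p was 0.0684 without TuMV_2 and 0.0683 without TuMV_3, and Bra029769 (−5.16, adjusted p = 0.00167, edgeR, Benjamini-Hochberg).

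**Figure D1:**
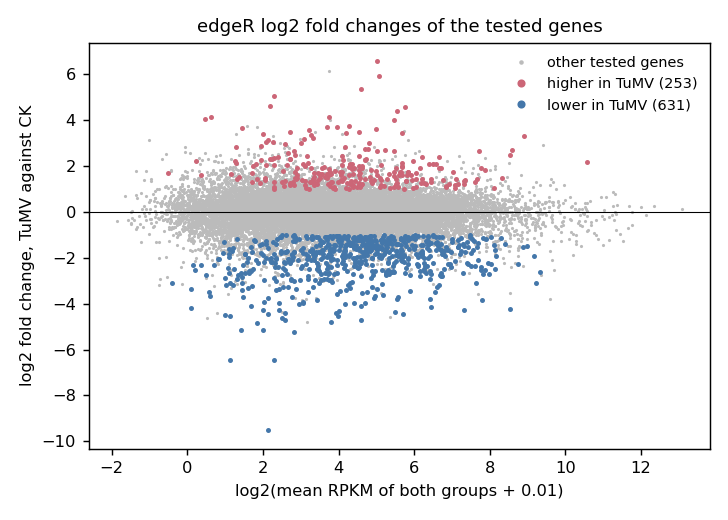
Log2 fold change of TuMV against CK (vertical axis, edgeR) against log2 of the mean RPKM of both groups plus 0.01 (horizontal axis) for the 23154 tested genes. Grey points are genes that were not called, red points the 253 called higher in TuMV and blue points the 631 called lower.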

### qRT-PCR Based Validation

For assessment of the RNA-Seq data, RNA-Seq libraries were subjected to qRT-PCR. First, 25 genes were selected randomly from the DEGs which were related to the AP2-EREBP transcription factors, basic helix-loop-helix (bHLH) transcription factors, chloroplast and mitochondria gene families, cytochrome P450, MAP kinase (MAPK) families, MYB gene families, NAC transcription factor families, and WRKY transcription factor families. 

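Of the 25 genes in Figure 3 and Table S1, 8 had higher and 17 lower mean RPKM in TuMV. The log2 ratio of mean RPKM ran from 2.08 to 2.58 for the former and from −6.53 to −2.24 for the latter. NOISeq called 24, all but Bra013227, which had a probability of 0.763. edgeR called 14 over all genes tested (3 higher and 11 lower), and 23 of the 25 had a p under 0.05 when adjusted over the list alone, meaning the 61 tested genes that the study names. The study took these genes from its own calls on the same libraries, so that count is not independent evidence. For 22 of the 25, all TuMV values lay outside the CK range. Bra029349 (MYB34-3) fell from 29.9 ± 9.22 to 3.06 ± 0.233 RPKM (SD, n = 3), a log2 fold change of −3.44 (SE 0.26, adjusted p = 0.00403, edgeR, Benjamini-Hochberg), and with each library left out it stayed between −3.60 and −3.22. Bra019162, a match to a B. napus dehydration responsive element binding protein, fell from 90.5, 67.2 and 142 RPKM in CK_1 to CK_3 to 5.17 ± 1.38 in TuMV (−4.44, SE 0.40, adjusted p = 0.00628, edgeR, Benjamini-Hochberg). Bra017011 (EREBP-like factor) rose from 6.68 ± 2.07 to 39.9 ± 24.5 RPKM (2.41, SE 0.51, adjusted p = 0.0489, edgeR, Benjamini-Hochberg), but was called only with all libraries or without TuMV_1, with an adjusted p of 0.0770 to 0.170 without any of the other five. The light-harvesting genes Bra013183, Bra025297 and Bra039070 fell by 2.77, 3.57 and 3.78 on the log2 scale without being called (adjusted p 0.137, 0.0510 and 0.0564, edgeR, Benjamini-Hochberg). Without CK_1, Bra025297 and Bra039070 were called (adjusted p 0.0264 and 0.0347, edgeR, Benjamini-Hochberg). Bra000282 had 19.0 RPKM in CK_1 against 1.19 in CK_2 and 0.964 in CK_3. Its log2 fold change of 2.07 (adjusted p = 0.262, edgeR, Benjamini-Hochberg) became 4.67 without CK_1 (adjusted p = 0.0154, edgeR, Benjamini-Hochberg). Of the genes of this list that are not named elsewhere, edgeR called Bra033315 (−4.72, adjusted p = 0.0136), Bra038632 (−4.52, 0.0302), Bra015998 (−4.02, 0.0428), Bra026963 (−3.50, 0.0261), Bra032622 (−2.68, 0.0132), Bra016063 (−2.46, 0.0382), Bra035320 (−2.41, 0.0223) and Bra029590 (2.26, 0.0169; all edgeR, Benjamini-Hochberg). None of these 8 lost its call without TuMV_1. The call was lost without CK_1 for Bra015998, without CK_2 for all but Bra026963 and Bra033315, without CK_3 for Bra015998, Bra016063 and Bra029590, without TuMV_2 for all but Bra029590 and Bra032622, and without TuMV_3 for all but Bra032622. Those not called were Bra012006 (−3.33, adjusted p = 0.120), Bra028291 (−3.15, 0.0615), Bra015856 (−2.86, 0.0793), Bra018998 (2.17, 0.176), Bra018896 (1.94, 0.156) and Bra015882 (1.87, 0.331; all edgeR, Benjamini-Hochberg), the first 3 of which were called without TuMV_1 (0.0346, 0.0107 and 0.0440).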

The qRT-PCR results of these metabolism and disease resistance genes coincided with the RNA-Seq data (*r* = 0.84, *p*-value = 2e-07), demonstrating the high reliability of RNA-Seq data (Figure 3).

**FIGURE 3:**
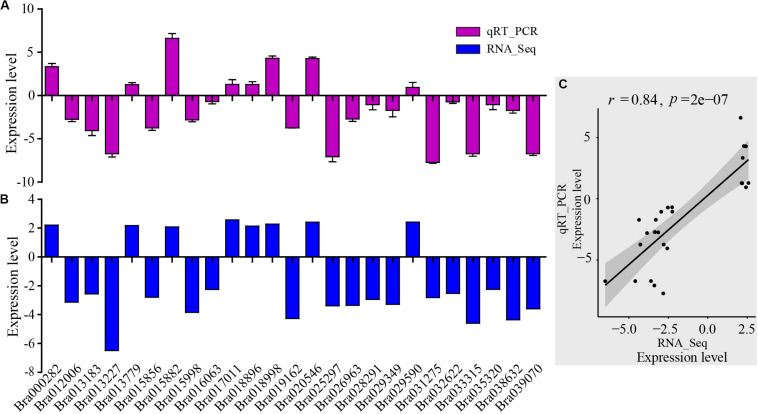
Validation of RNA-Seq results by qRT-PCR. **(A)** qRT-PCR expression levels were determined based on the blue bar. **(B)** RNA-Seq expression levels were determined based on the purple bar. **(C)** Scatter plots of correlation test between qRT-PCR and RNA-Seq results. *r* is Pearson correlation coefficient. The *p*-value is the significance level of the correlation. There were 25 genes randomly selected from the DEGs related to AP2-EREBP transcription factors, basic helix-loop-helix (bHLH) transcription factors, chloroplast and mitochondria gene families, cytochrome P450, MAP kinase (MAPK) families, MYB gene families, NAC transcription factor family, and WRKY transcription factor family.

### Annotation and Functional Classification

For an improved understanding of the gene functions, all the identified unigenes and proteins, DEGs, and DEPs were annotated by aligning the Nr database of NCBI to GO terms using BLAST2GO (default parameters) (Conesa et al., 2005). Enrichment was performed by WEOGO (Ye et al., 2006). Genome-wide transcriptome or proteome expression levels were used as background.

The results of the DEG GO reassignments showed that all unigenes were categorized into 44 GO terms in three ontologies, consisting of biological process (23 subcategories), cellular component (9 subcategories), and molecular function (12 subcategories) (Figure 4A and Supplementary Table S6). In biological process, ‘percentages of genes in the rhythmic process,’ ‘response to stimulus process,’ ‘multi-organism process,’ ‘metabolic process,’ ‘immune system process,’ ‘biological process,’ and ‘cellular process’ were higher than the genome-wide transcriptome expression levels. 

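These terms were tested by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 5 terms. Only genes that the deposited annotation lists under the term itself were counted, without those listed only under its child terms. The paper's shares come from broad GO classes that may count such genes, so these tests do not decide its statement. Rhythmic process was listed for 13 of 523 annotated NOISeq calls (2.49%) and for 94 of all 18594 annotated genes (0.506%), an odds ratio of 5.66 (Fisher's exact test, adjusted p = 5.59e-06). Of the 13 genes, 8 were higher and 5 lower in TuMV. Among the 603 annotated edgeR calls, a comparison added after the NOISeq result was seen, 13 also had the term, against 73 of 14265 annotated genes that edgeR tested (odds ratio 5.00, Fisher's exact test, adjusted p = 5.04e-05), but 5 of them were higher and 8 lower. Response to stimulus (7 calls, odds ratio 1.38, adjusted p = 0.576) and metabolic process (28 calls, odds ratio 1.16, adjusted p = 0.576, both by Fisher's exact test) were not past the threshold. Immune system process was listed for 16 genes, and 0 of them were NOISeq calls, with 0.450 expected by chance (Fisher's exact test, adjusted p = 1), while edgeR called 1 (adjusted p = 0.467). The term has too few genes for a count of 0 to show a difference. Multi-organism process, biological process and cellular process were not tested.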

In the classification of biological process, it was found that this category exerted repercussions on TuMV infection. In molecular function, ‘molecular function transporter activity’ and ‘binding’ were the two predominant subcategories, and the proportion of ‘auxiliary transport protein’ in the DEGs was significantly higher than that of the background. This suggested that more auxiliary transport proteins were involved in the process of TuMV infection. 

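For the extracellular region, the deposited annotation listed the term for 46 of 444 annotated NOISeq calls (10.4%) and for 675 of 18445 annotated genes (3.66%). The odds ratio was 3.19 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.06e-09 over the 5 terms tested), with 26 genes higher and 20 lower in TuMV. With edgeR calls the excess was not significant, at 24 of 516 annotated calls (4.65%), an odds ratio of 1.32 and an adjusted p of 0.350 by the same test, and 6 of the 24 were higher and 18 lower.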

In the cellular component, the ‘extracellular’ and ‘extracellular region’ were the dominant subcategories. There was no significant difference between DEGs and genome-wide genes in this part.

**FIGURE 4:**
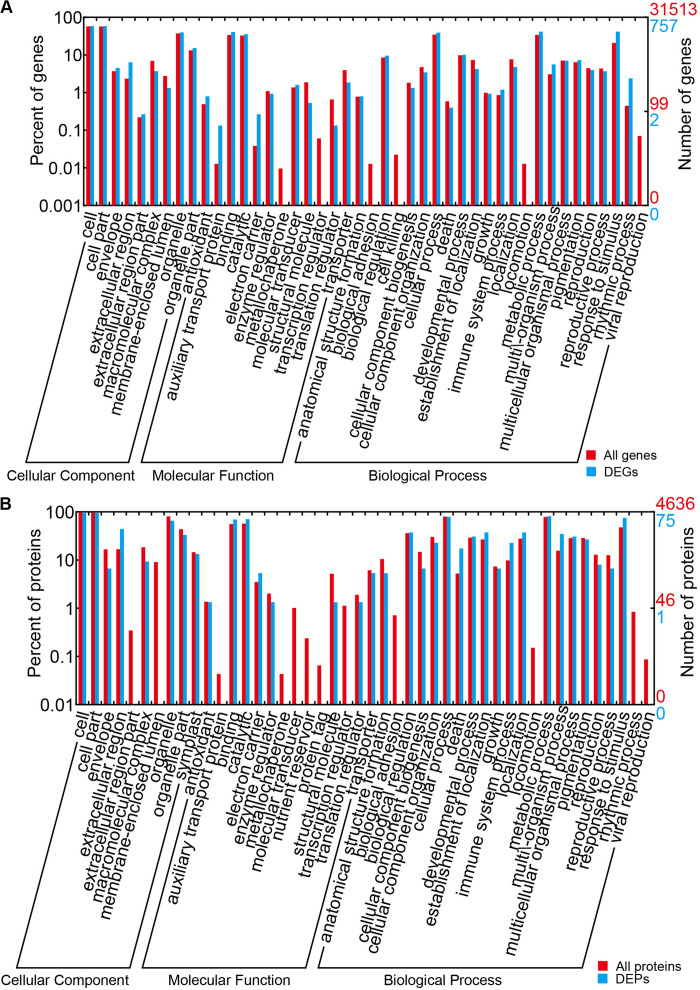
GO term assignment of DEGs and DEPs in Chinese cabbage. **(A)** GO categories for DEGs in the transcriptome. **(B)** GO categories for DEPs in the proteome. The whole transcriptome or proteome was used as the background. Results were summarized for the three main GO categories: biological process (P), molecular function (F), and cellular component (C).

To identify possible pathways related to TuMV infection, all the unigenes were annotated by the Kyoto Encyclopedia of Genes and Genomes (KEGG) database^5^ (Kanehisa et al., 2007) (Supplementary Table S7), and the pathways with *Q* value ≤ 0.05 were considered as significantly enriched. The top 20 enrichment terms are shown in Figure 5. The majority of these pathways are metabolic pathways (125/4990 genes), biosynthesis of secondary metabolites (81/2757 genes), plant hormone signal transduction (56/1555 genes), circadian rhythm (36/269 genes), and plant-pathogen interaction (34/1633 genes) pathways. In addition, protein processing in the endoplasmic reticulum (10/610 genes), regulation of autophagy (6/156 genes), and endocytosis (4/265 genes) may be involved in TuMV assembly and transport.

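Gene lists of these pathway maps were not used here. Genes annotated as circadian clock components were followed as a set of 56 tested genes chosen by keywords. The keywords also took in genes whose best Blast match is another protein, such as a cation-efflux transporter (Bra040484). edgeR called 5 of the 56 higher and 12 lower in TuMV. As a set they were not past the threshold (camera, Benjamini-Hochberg adjusted p = 0.0520 over 9 families), and without TMM they were (0.0324). Leaving out CK_1 or TuMV_2 also brought the set past it (0.0499 and 0.0105), and the highest value, 0.554, came without TuMV_1. The median log2 fold change was −0.16 and became 0.00 without TMM and 0.07 with limma, so the set as a whole has no single direction. The higher calls numbered 1 without CK_2, 3 without CK_3, 8 without TuMV_1, 2 without TuMV_2 and 1 without TuMV_3, and the lower calls 4, 11, 13, 6 and 4. The largest fall in the set was that of Bra004507 (PRR9), with 4.29 ± 0.642 RPKM in CK and 0.0378 ± 0.0655 in TuMV (SD, n = 3). The largest rise was that of Bra015548, from 4.41 ± 2.86 to 59.4 ± 8.49 RPKM (3.61, SE 0.41, adjusted p = 0.0103, edgeR, Benjamini-Hochberg). KEGG lists it as PRR5, while its best Blast match is an A. lyrata protein without a name. The match score was 58.9 for its PRR5 entry and 58.5 for its PRR7 entry, against 610 for the PRR3 entry of Bra002512. Its name as a clock gene is therefore uncertain. The adjusted p of Bra015548 was 0.0509, 0.0534 and 0.0562 without CK_2, TuMV_2 and TuMV_3. Further genes were chosen after their values were seen. CCA1 (Bra004503) fell from 45.5 ± 6.57 to 3.00 ± 0.229 RPKM (−4.09, SE 0.21, adjusted p = 0.00125, edgeR, Benjamini-Hochberg) and LHY (Bra033291) from 6.04 ± 1.82 to 0.398 ± 0.356 (−4.09, SE 0.53, adjusted p = 0.0138, edgeR, Benjamini-Hochberg). PRR1a (Bra012964) rose from 29.2 ± 4.98 to 174 ± 48.6 RPKM (2.41, SE 0.30, adjusted p = 0.0128, edgeR, Benjamini-Hochberg) and PRR1b (Bra035933) from 57.4 ± 14.6 to 171 ± 57.3 (1.41, SE 0.35, adjusted p = 0.0677, edgeR, Benjamini-Hochberg). LHY was not called without CK_2, TuMV_2 or TuMV_3 (adjusted p 0.0573 to 0.0729), nor PRR1a without CK_2 (0.0648) or TuMV_3 (0.0569), while PRR1b was called without TuMV_1 (0.0291). The time of day at which each group of leaves was collected is not given in the sources used here.

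**Figure D2:**
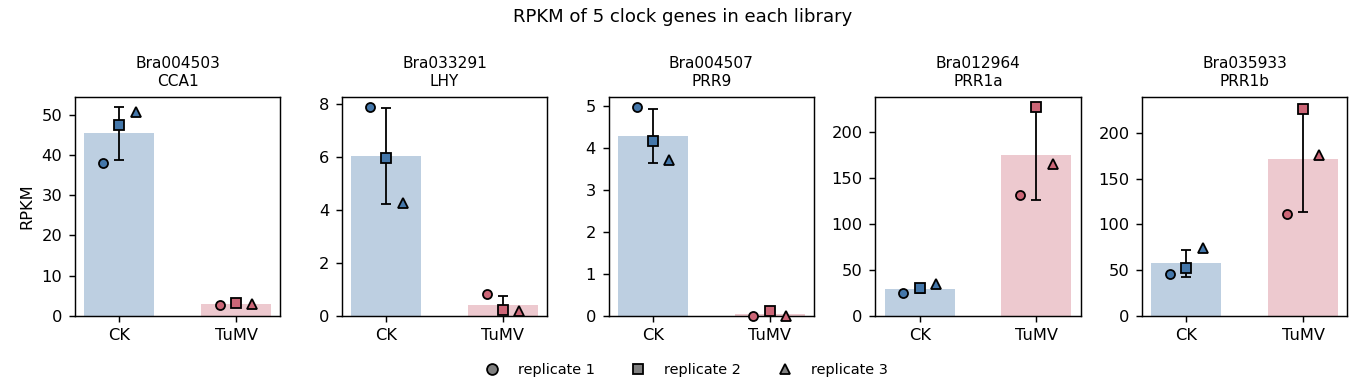
RPKM (vertical axis, from 0) of CCA1, LHY, PRR9, PRR1a and PRR1b in CK (blue) and TuMV (red), with bars for the mean, error bars for the SD (n = 3) and 1 marker shape per replicate number. All TuMV values lie below all CK values for CCA1, LHY and PRR9 and above them for PRR1a and PRR1b.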

**FIGURE 5:**
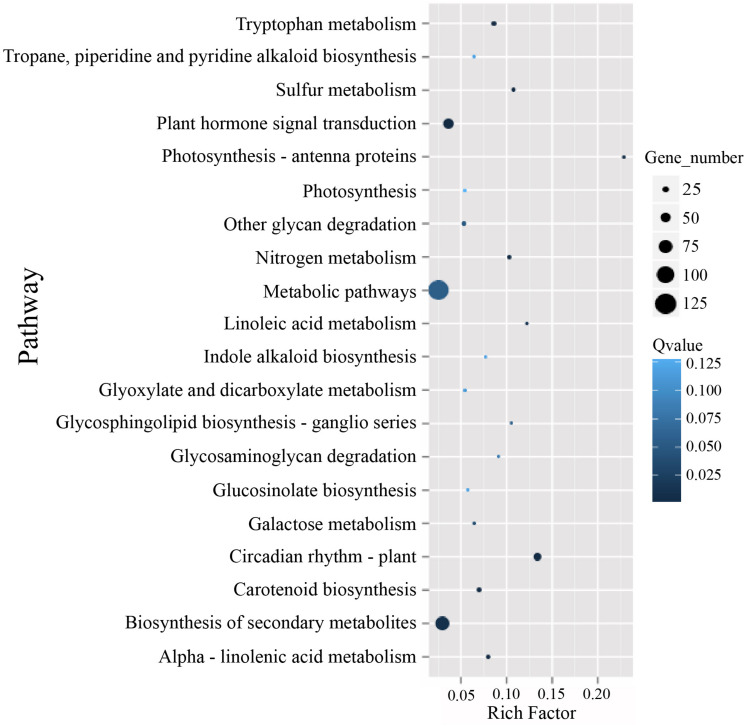
The KEGG enrichment scatterplot of the top 20 statistically significant pathways plotted for the DEGs. The rich factor on the horizontal refers to the ratio between the gene numbers of DEGs which are located at the pathway entry as well as the total gene numbers of all annotated genes which are located at the pathway entry. *Q*-value was determined by multiple hypothesis testing corrections, and their values vary from 0 to 1.

### Proteomics Characterized by iTRAQ and Data Analysis

The Mascot search engine (Matrix Science, London, United Kingdom; version 2.3.02) was used in protein identification against the Bra_Chromosome_V1.5 database containing 40,796 sequences. The quality error distribution of spectrogram matching was conducted to assess the identifying quality (Supplementary Figure S5A). 92,152 spectra out of 366,867 total spectra were matched after quality control, and among them, 60,115 were considered as unique spectrums. A total of 13,348 unique peptides were identified, and 4,636 proteins were obtained (Supplementary Figure S5B). The protein mass distribution ranged from 7.608 to 592.995 kDa, corresponding to *Bra005963* and *Bra013017*, and the percentage of >20 kDa accounted for 93% (4316/4636) (Supplementary Figure S5C). Since stable results can be obtained based on the stability of the mass spectrum experiment process, we conducted repeated analysis (Supplementary Figure S5D). The obtained mean coefficient of variation (CV) was 9.6%, suggesting that the data were reliable for further analysis. For protein abundance, at least two unique spectra contained in a protein was set as the standard. Proteins with *p*-values < 0.05 and fold changes of > 1.2 were considered as DEPs (Supplementary Figure S5E). Under these thresholds, a total of 75 DEPs were obtained, while 17 proteins were upregulated and 58 were downregulated (Figure 2B and Supplementary Table S8).

The results of GO reassignments showed that proteins were also categorized into three ontologies (Figure 4B and Supplementary Table S9); however, compared with the all identified proteins, ratios of ‘response to stimulus,’ ‘multi-organism process,’ ‘immune system process,’ and ‘death’ in ‘biological process’ were slightly higher. Compared with the DEG GO results, these were all high in ‘response to stimulus,’ ‘multi-organism process,’ and ‘immune system process.’ In the molecular function component, ‘binding and catalytic’ were high, but no gene was detected in ‘auxiliary transport protein.’ In the cellular component, ‘extracellular region’ was the only term in which the significant protein ratios were higher than that of all identified proteins. All the DEPs were also annotated to 45 pathways by retrieving the KEGG database (Supplementary Table S10). There were seven pathways that contained greater than or equal to four proteins, namely, metabolic pathways (17, 32.08%), biosynthesis of secondary metabolites (11, 20.75%), nitrogen metabolism (5, 9.43%), pyruvate metabolism (5, 9.43%), arginine and proline metabolism (4, 7.55%), plant hormone signal transduction (4, 7.55%), and plant–pathogen interaction (4, 7.55%).

### Correlation Analysis of Transcriptome and Proteome

To explore the congruence of fold change between the transcriptome and proteome data, we conducted correlation analysis. The quantitative relation of the proteins and genes are shown in Table 2. The filter criteria of proteins and genes used was fold change ≥ 1.2, *p*-value ≤ 0.05, fold change ≥ 2, and FDR ≤ 0.001.

**TABLE 2:** Correlation analysis between the transcriptome and proteome.

Protein ID	Quantitation (TuMV/CK)	Sig	Diff Protein	Gene ID	log2(TuMV/CK)	Probability	Diff gene
**Same trend**							
Bra016926	1.28	*	+	Bra016926	1.57	0.84	+
Bra020322	1.78	*	+	Bra020322	1.63	0.86	+
Bra022468	0.75	*	–	Bra022468	−1.29	0.80	–
Bra006721	1.54	*	+	Bra006721	2.39	0.90	+
**Different trend**							
Bra028091	0.64	*	–	Bra028091	2.05	0.88	+
Bra000876	0.60	*	–	Bra000876	2.32	0.90	+
Bra025730	0.57	*	–	Bra025730	2.25	0.90	+
Bra003273	0.69	*	–	Bra003273	1.58	0.85	+
Bra000315	0.71	*	–	Bra000315	1.29	0.82	+
Bra036259	0.78	*	–	Bra036259	3.38	0.83	+
Bra004771	0.53	*	–	Bra004771	2.79	0.90	+
Bra015656	1.24	*	+	Bra015656	–1.22	0.81	–

*: Significance; +: upregulated; −: downregulated.

After correlation analysis of the expression data at the proteomic and at the transcriptional level, we found that correlation between the two was low (*R* = −0.0211) (Figure 6A and Supplementary Table S11), and that the genes that can be detected in the proteome but not in the transcriptome and those that were detected in the transcriptome, were higher (Supplementary Tables S12, S13). This inferior correlation between the mRNA and protein abundance ratios showed the inconsistencies between transcription and translation in the plant system; moreover, temporal and spatial discrepancies in the function and the complexity of biological regulatory networks can also explain this result. Although the overall correlation degree was low, there were also a few genes that had a high correlation with the proteins. 

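On the transcript side, Bra016926, annotated as a Ca2+-ATPase, rose from 32.6 ± 13.6 RPKM in CK to 96.6 ± 39.9 in TuMV (SD, n = 3). Its log2 ratio of mean RPKM was 1.57, and its log2 fold change of 1.40 was not called (SE 0.46, adjusted p = 0.124, edgeR, Benjamini-Hochberg), though it was without TuMV_1 (1.69, adjusted p = 0.0476). Bra022468, a match to Arabidopsis sugar transport protein 4, fell from 87.7 ± 5.51 to 35.8 ± 5.53 RPKM (log2 ratio −1.29). It was called, with a log2 fold change of −1.46 (SE 0.16, adjusted p = 0.00975, edgeR, Benjamini-Hochberg), and the adjusted p was 0.0591 without TuMV_2 and 0.0579 without TuMV_3. Across these genes and the nsLTP genes Bra020322 and Bra006721, Pearson's r between the log2 ratio of mean RPKM and log2 of the paper's protein ratio (Table 2) was 0.920 (n = 4 genes, exact permutation test, two-sided p = 0.25, Benjamini-Hochberg adjusted p = 0.375 over 3 correlations). Spearman's rho was 0.800 (exact permutation p = 0.333). The genes were chosen in the paper by the sign of both changes, which favors a positive r, and are not independent replicates. Only 1 of the 4, Bra022468, was lower in TuMV, and r without that gene was not computed. Without TuMV_1, r over the 4 genes was 0.235, and without each other library it was 0.847 to 0.946.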

*Bra016926*, *Bra020322*, *Bra022468*, and *Bra006721* have the same trend in the changes of the *R* value = 0.8000 (Figures 6B,D and Table 2). Additionally, there were eight genes (*Bra028091*, *Bra000876*, *Bra025730*, *Bra003273*, *Bra000315*, *Bra036259*, *Bra004771*, and *Bra015656*) that showed an opposite change trend, with *R* value = −0.4762 (Figures 6C,D and Table 2).

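Over these 8 genes, Pearson's r between the log2 ratio of mean RPKM and log2 of the paper's protein ratio was −0.791 (exact permutation test, two-sided p = 0.112, Benjamini-Hochberg adjusted p = 0.337), and Spearman's rho was −0.476 (exact permutation p = 0.243). Leaving out each library gave an r of −0.892 to −0.715. The paper grouped these genes by the opposite signs of both changes, which favors a negative r. Of their transcripts, 7 were higher and 1, that of Bra015656, lower in TuMV. The correlation without Bra015656 was not computed, so leaving out libraries does not show that r holds across genes. Over all 12 genes of Table 2, r was −0.232 (permutation p = 0.449), and it changed sign without CK_2 (0.0623) and was −0.581 without TuMV_1 and −0.554 without CK_1. All 12 transcripts were NOISeq calls, while edgeR called 2 over all genes tested, and 7 had a p under 0.05 when adjusted over the list alone. For 9 of the 12, all TuMV values lay outside the CK range. Bra028091, a match to an Arabidopsis protein without a name, had 136 RPKM in CK_1 against 20.8 and 19.0 in CK_2 and CK_3, and 243 ± 65.0 in TuMV (SD, n = 3). Its log2 fold change of 1.91 (SE 0.74, adjusted p = 0.174, edgeR, Benjamini-Hochberg) became 3.39 without CK_1 (adjusted p = 0.00715). Bra000876, annotated as a glutathione S-transferase, had 137 RPKM in CK_1, 7.38 in CK_2 and 13.3 in CK_3, and 262 ± 95.7 in TuMV. Its log2 fold change of 2.18 (SE 1.00, adjusted p = 0.236, edgeR, Benjamini-Hochberg) became 4.43 without CK_1 (adjusted p = 0.0107). Bra015656, annotated as nitrate reductase, fell from 334 ± 37.4 to 143 ± 72.9 RPKM (−1.40, SE 0.37, adjusted p = 0.0773, edgeR, Benjamini-Hochberg), and was called without TuMV_1 (−1.87, adjusted p = 0.0196).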

**FIGURE 6:**
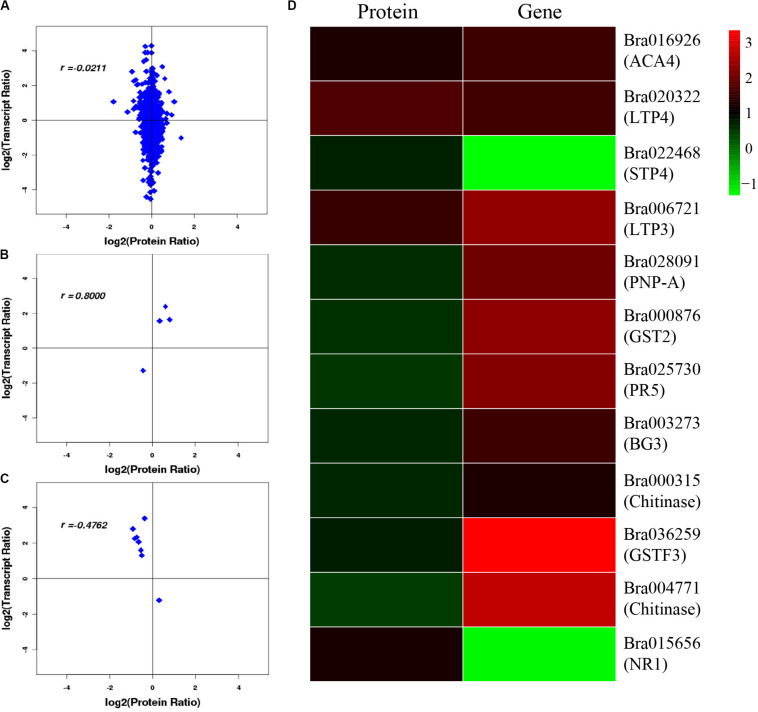
Correlation analysis between transcriptome and proteome. **(A)** Correlation analysis of all DEGs and DEPs. **(B)** Correlation analysis of DEGs and DEPs with similar changing trends. **(C)** Correlation analysis of DEGs and DEPs with opposite changing trends. **(D)** Heatmap for 12 pairs of DEGs and DEPs. Red represents upregulated genes and green represents downregulated genes. Gene ID and gene names were attached on the right. ACA4: Autoinhibited Ca(2+)-atpase, isoform 4, LTP4: Lipid transfer protein 4, STP4: Sugar transporter 4, LTP3: Lipid transfer protein 3, PNP-A: Plant natriuretic peptide A, GST2: Glutathione *s*-transferase phi 2, PR5: Pathogenesis-related protein 5, PR2/BG2: Pathogenesis-related protein 2/beta-1,3-glucanase 2, Chitinase: Chitinase family protein, GSTF3: Glutathione s-transferase f3, Chitinase: Chitinase, NR1: Nitrate reductase 1. For the correlation analysis diagram **(B–D)**, the levels of the DEPs were labeled on the horizontal axis, and the levels of the DEGs were labeled on the vertical.

### Transcriptome and Proteome Data Mining

For further analysis, DEGs were then mapped to their predicted pathways (Supplementary Table S7). A total of 56 genes were mapped to the plant hormone signal transduction pathway. In this group, genes related to auxin were the majority, including Gretchen Hagen 3 (GH3) family genes and small auxin upregulated RNAs (SAUR) family genes. 

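By their KEGG Orthology entry, 111 genes belong to the SAUR family and 31 to the GH3 family. NOISeq called 15 SAUR genes, 14 of them lower in TuMV, with log2 ratios of mean RPKM from −3.02 to 1.67. edgeR called 13, 12 of them lower, and 10 genes were shared. In the GH3 family NOISeq called 1 gene, Bra034205, which fell from 65.4 ± 22.4 to 11.4 ± 10.5 RPKM (SD, n = 3; log2 fold change −2.69, SE 0.63, adjusted p = 0.0597, edgeR, Benjamini-Hochberg). It was called by edgeR without TuMV_1 (−3.73, adjusted p = 0.0131). edgeR called another GH3 gene, Bra019060 (−2.58, adjusted p = 0.0382, edgeR, Benjamini-Hochberg). Among 47 AUX/IAA genes NOISeq called Bra001598, from 176 ± 77.2 to 66.7 ± 17.1 RPKM (−1.56, SE 0.40, adjusted p = 0.0727, edgeR, Benjamini-Hochberg), and edgeR called Bra011332 and Bra022164, both lower. The genes named here were chosen after their values were seen.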

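The 57 tested genes annotated as SAUR or GH3 were lower in TuMV as a set, with a median log2 fold change of −1.12 (camera with a preset correlation of 0.01, Benjamini-Hochberg adjusted p = 4.63e-09 over 9 families). In this set 43 genes had a log2 fold change below 0, and edgeR called 14 lower and 1 higher. By KEGG entry, the 42 tested SAUR genes had a median of −1.57 with 34 below 0, and the 13 tested GH3 genes −0.077 with 7 below 0, so the fall of the set lies in SAUR. The lower calls numbered 4 without CK_2, 7 without CK_3, 3 without TuMV_2 and 1 without TuMV_3, while the set stayed past the threshold without each library. The set test that moved it most was camera with an estimated correlation, in which no family was past the threshold and SAUR and GH3 reached 0.0538. With fry, SAUR and GH3 was the only family past it (0.00805). The median was −0.94 without TMM and −0.63 to −0.81 with limma. Bra023663, a match to a B. rapa auxin-induced protein-like, had the largest fall, from 63.4 ± 24.5 to 7.84 ± 2.14 RPKM (SD, n = 3; −3.15, SE 0.36, adjusted p = 0.0106, edgeR, Benjamini-Hochberg; 0.0581 without TuMV_3). The largest rise was that of Bra000497 (SAUR family), from 3.09 ± 0.544 to 15.2 ± 0.877 RPKM (2.11, SE 0.28, adjusted p = 0.0147, edgeR, Benjamini-Hochberg), which was 0.0624 to 0.0757 without CK_2, TuMV_2 or TuMV_3.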

A clear majority of genes in this group were significantly downregulated. The cytokinin signal pathway-related genes ranked second, containing three cytokinin receptors and seven *Arabidopsis* response regulator (ARR) family genes. 

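Among 98 genes with a KEGG entry for ARR response regulators, NOISeq called 7, with 6 higher and 1 lower in TuMV, and edgeR called 7, with 5 higher and 2 lower. Both called the same 5. The largest rise was that of Bra018204 (ARR-B family), from 1.01 ± 0.217 to 47.6 ± 5.82 RPKM (SD, n = 3). The largest fall was that of Bra033726, a match to Arabidopsis GOLDEN2-like 2, from 185 ± 56.7 to 30.3 ± 6.02 RPKM (log2 fold change −2.78, SE 0.32, adjusted p = 0.0106, edgeR, Benjamini-Hochberg; 0.0521 without TuMV_2 and 0.0579 without TuMV_3). As a set, the 77 tested ARR genes had a median log2 fold change of 0.07 and were not past the threshold (camera, Benjamini-Hochberg adjusted p = 0.170), except without TuMV_3 (0.0426), and the median was −0.01 without CK_1. Of 61 genes with a KEGG entry for cytokinin receptors, NOISeq called 3, which were chosen after their values were seen. Bra003212 fell from 73.0 ± 19.0 to 14.1 ± 7.76 RPKM (−2.57, SE 0.41, adjusted p = 0.0225, edgeR, Benjamini-Hochberg; 0.0736 to 0.103 without CK_2, TuMV_2 or TuMV_3). Bra007162 fell from 79.8 ± 11.4 to 24.9 ± 21.8 RPKM (−1.88, SE 0.58, adjusted p = 0.109, edgeR, Benjamini-Hochberg) and was called without TuMV_1 (−2.84, adjusted p = 0.0165). Bra002927 had a higher mean in TuMV, at 84.3 ± 118 against 34.5 ± 19.0 RPKM, because of TuMV_1 alone (220, 29.1 and 3.90 RPKM in TuMV_1 to TuMV_3). The log2 fold change of 1.10 (adjusted p = 0.599, edgeR, Benjamini-Hochberg) became −1.20 without TuMV_1 and was −0.07 to 0.00 with limma. The best Blast matches of Bra007162 and Bra002927 are glycosyl hydrolase family 17 proteins, not cytokinin receptors.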

Most genes in this group were upregulated. The last major group was related to jasmonate (jasmonate ZIM domain-containing protein), and all the genes in this group were downregulated. Moreover, 34 genes were mapped to the plant–pathogen interaction pathway. 

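Of 26 genes with a KEGG entry for jasmonate ZIM domain-containing proteins, NOISeq called 7, all lower in TuMV, with log2 ratios of mean RPKM from −2.55 to −1.23. edgeR called 5, all lower, and 4 were shared. As a set of 23 tested genes, jasmonate ZIM genes had a median log2 fold change of −1.10, with 21 genes below 0 (camera, Benjamini-Hochberg adjusted p = 1.17e-08 over 9 families). They were not past the threshold with fry (0.0813) or with an estimated correlation (0.329). Without CK_2 edgeR called 1 of them and without TuMV_2 or TuMV_3 it called 0, with 21 to 22 genes below 0 and the set past the threshold without each library. The largest fall was that of Bra006190, from 8.52 ± 4.49 to 1.27 ± 0.108 RPKM (SD, n = 3; −2.86, SE 0.50, adjusted p = 0.0302, edgeR, Benjamini-Hochberg), which was 0.106 to 0.122 without CK_2, TuMV_2 or TuMV_3. Bra036885, a match to Arabidopsis TIFY 4B, had the largest rise (0.82, SE 0.35, adjusted p = 0.203, edgeR, Benjamini-Hochberg). The other family past the threshold was that of 36 chlorophyll a/b binding genes, with a median of −0.46 and 28 genes below 0 (camera, Benjamini-Hochberg adjusted p = 0.0111). It was not past it without CK_3 (0.284, median 0.06) or TuMV_1 (0.554, median −0.16). Among them the largest fall was that of Bra039070 (−3.78, SE 0.85, adjusted p = 0.0564, edgeR, Benjamini-Hochberg; called without CK_1, 0.0347), and the largest rise that of Bra004989, from 146 ± 57.0 to 282 ± 123 RPKM (0.77, SE 0.42, adjusted p = 0.306, edgeR, Benjamini-Hochberg).

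**Figure D3:**
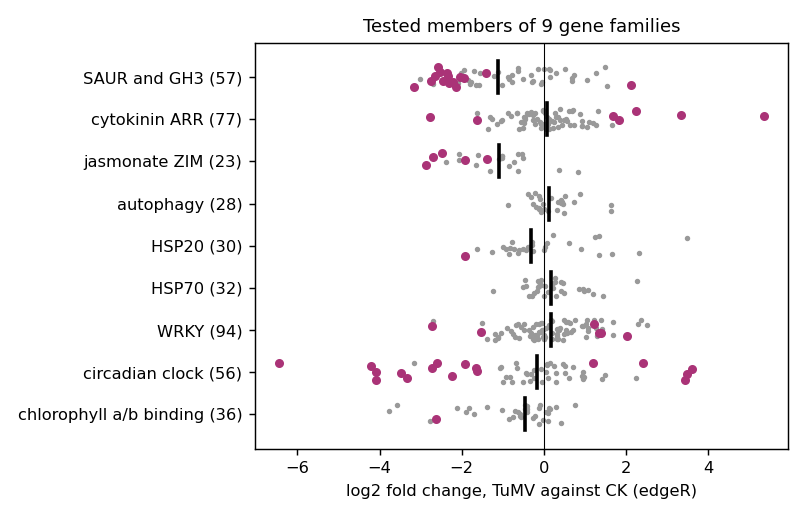
Log2 fold change of TuMV against CK (horizontal axis, edgeR) of the tested members of 9 gene families, with the number of members in brackets. Grey dots are genes that were not called, purple dots called genes, and black bars the family medians, which for the circadian clock is below 0 here and at 0.00 without TMM or 0.07 with limma. The medians of SAUR and GH3 (−1.12) and jasmonate ZIM (−1.10) lie farthest from 0.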

The group of jasmonate related genes were also present in the hormone signal transduction pathway. 

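With a KEGG entry for the receptor kinase FLS2, 208 genes were listed, and NOISeq called 5 of them, which were chosen after their values were seen. Bra005378 fell from 66.0 ± 0.608 to 6.02 ± 2.30 RPKM (SD, n = 3; log2 fold change −3.63, SE 0.28, adjusted p = 0.00403, edgeR, Benjamini-Hochberg) and Bra035022 from 70.2 ± 7.63 to 12.9 ± 0.804 (−2.60, SE 0.16, adjusted p = 0.00167, edgeR, Benjamini-Hochberg). Both kept their calls without each library. Bra009237, a match to a B. napus polygalacturonase inhibitor, had 53.6 RPKM in TuMV_1 against 4.59 and 2.12 in TuMV_2 and TuMV_3, and 68.9 ± 14.2 in CK. The log2 fold change of −1.99 (adjusted p = 0.278, edgeR, Benjamini-Hochberg) became −4.51 without TuMV_1 (adjusted p = 0.0107). Bra021868 rose from 29.1 ± 27.4 to 84.7 ± 18.4 RPKM (1.40, SE 0.60, adjusted p = 0.208, edgeR, Benjamini-Hochberg), and was called without CK_1 (2.46, adjusted p = 0.0107). Bra035741 rose from 23.1 ± 17.8 to 76.4 ± 13.9 RPKM (1.53, SE 0.59, adjusted p = 0.173, edgeR, Benjamini-Hochberg). edgeR also called 5 genes of this group, Bra005378 and Bra035022 with Bra022422 lower and Bra026944 and Bra036226 higher.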

There were five LRR receptor-like serine/threonine-protein kinase-related genes, and three of these were downregulated and two were upregulated. There were five WRKY transcription factors and only one was downregulated. 

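With a KEGG entry for WRKY22 or WRKY33, 124 genes were listed, and NOISeq called 5. Bra013779 (KEGG WRKY22) rose from 7.18 ± 0.814 to 32.7 ± 7.35 RPKM (SD, n = 3; log2 fold change 2.02, SE 0.28, adjusted p = 0.0153, edgeR, Benjamini-Hochberg), Bra004540 from 28.7 ± 3.57 to 81.8 ± 20.8 (1.34, SE 0.20, adjusted p = 0.0203, edgeR, Benjamini-Hochberg) and Bra007243 from 88.4 ± 8.01 to 231 ± 22.2 (1.22, SE 0.18, adjusted p = 0.0201, edgeR, Benjamini-Hochberg). These 3 were called by edgeR, and their adjusted p was 0.0557 to 0.0997 without CK_2, TuMV_2 or TuMV_3, and for Bra004540 also without CK_3. Bra020546 (KEGG WRKY33) had 18.6 RPKM in CK_1 against 4.40 and 1.04 in CK_2 and CK_3, and 55.2, 26.1 and 47.0 in TuMV. A log2 fold change of 2.28 (SE 0.80, adjusted p = 0.142, edgeR, Benjamini-Hochberg) became 3.77 without CK_1 (adjusted p = 0.0275). Bra037368 (WRKY22), chosen after its values were seen, fell from 169 ± 61.8 to 67.2 ± 6.12 RPKM (−1.51, SE 0.32, adjusted p = 0.0508, edgeR, Benjamini-Hochberg) and was called without CK_1 (−1.80, adjusted p = 0.0131). edgeR called 5 genes of this group, and the 2 that NOISeq did not call were Bra024780 (−1.52, adjusted p = 0.00743, edgeR, Benjamini-Hochberg; 0.0560 without TuMV_3) and Bra040926 (1.40, adjusted p = 0.0452, edgeR, Benjamini-Hochberg; 0.0609 to 0.170 without each of CK_1, CK_2, CK_3, TuMV_1, TuMV_2 and TuMV_3). The 94 tested WRKY genes as a set had a median log2 fold change of 0.18, 41 of them below 0 (camera, Benjamini-Hochberg adjusted p = 0.170). The largest fall in the set was that of Bra020814, a match to a B. napus WRKY29-1, from 10.7 ± 2.18 to 1.80 ± 0.283 RPKM (−2.72, SE 0.28, adjusted p = 0.00812, edgeR, Benjamini-Hochberg; 0.0562 without TuMV_3), and the largest rise that of Bra006178, a match to WRKY75-1, from 1.41 ± 1.95 to 9.21 ± 8.16 RPKM (2.52, SE 1.06, adjusted p = 0.203, edgeR, Benjamini-Hochberg). The set was past the threshold without CK_1 (0.0373) or TuMV_3 (0.0342), and its median was −0.00 without TuMV_1.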

As protein processing in the endoplasmic reticulum is important for virus reproduction and assembly, we also chose to focus on this pathway. In this group, heat shock proteins (HSPs) were the majority, and most of the HSPs belonged to HSP20. In addition, we also mapped six genes to the regulation of autophagy pathway, and they were all downregulated. 

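Of 34 genes with a KEGG entry for the HSP20 family, NOISeq called 4. Bra006137 rose from 1.54 ± 1.25 to 19.4 ± 19.0 RPKM (SD, n = 3; log2 fold change 3.48, SE 0.94, adjusted p = 0.0832, edgeR, Benjamini-Hochberg) and was called by edgeR without TuMV_1 (3.92, adjusted p = 0.0327). Bra018383 rose from 4.54 ± 2.74 to 25.2 ± 19.9 RPKM (2.32, SE 0.66, adjusted p = 0.0940, edgeR, Benjamini-Hochberg). Bra013566 fell from 884 ± 151 to 267 ± 136 RPKM and was the only HSP20 gene that edgeR called (−1.91, SE 0.37, adjusted p = 0.0399, edgeR, Benjamini-Hochberg), with 0.0847 to 0.144 without CK_2, CK_3, TuMV_2 or TuMV_3. Bra020865, chosen after its values were seen, fell from 103 ± 35.9 to 38.3 ± 25.6 RPKM (−1.62, SE 0.48, adjusted p = 0.102, edgeR, Benjamini-Hochberg), and was called without TuMV_1 (−2.27, adjusted p = 0.0288). Bra008920 (Figure 7) had 1.73 ± 1.28 RPKM in CK and 2.46, 9.37 and 35.9 in TuMV_1 to TuMV_3. It had a NOISeq probability of 0.799 and did not pass edgeR's expression filter. As a set, the 30 tested HSP20 genes had a median log2 fold change of −0.32 and a mean of −0.01, and were not past the threshold (camera, Benjamini-Hochberg adjusted p = 0.170), except without TuMV_3 (0.0342). The median was −0.17 without TMM, −0.01 with DESeq2 and 0.01 without the expression filter.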

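The genes behind the pathway entry were not matched here, so genes annotated as autophagy components were followed as a set of 28 tested genes chosen by keywords. NOISeq called 0 of them with all libraries, as did edgeR, and 1 was called by NOISeq with zeros set to 0.5, with the RPKM filter or without TuMV_1. The log2 ratio of mean RPKM was below 0 for 6 of the 28, and edgeR's log2 fold change, scaled by TMM, for 13. The median log2 fold change was 0.13 with TMM, 0.29 without it and −0.00 without CK_3 (camera, Benjamini-Hochberg adjusted p = 0.177 over 9 families). The largest rise was that of Bra001197, annotated as GABA(A) receptor-associated protein (autophagy-related), from 2.19 ± 0.554 to 7.74 ± 3.10 RPKM (SD, n = 3; 1.63, SE 0.46, adjusted p = 0.0934, edgeR, Benjamini-Hochberg). The largest fall was that of Bra008698 (−0.87, SE 0.22, adjusted p = 0.0733, edgeR, Benjamini-Hochberg), whose annotation as a Clp protease subunit places it in the set by the keyword APG6 alone.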

Since virus replication mainly occurs in the intracellular membrane structure, the genes in the protein processing in endoplasmic reticulum pathway may be related to virus replication. Eight out of ten genes in this group belonged to the HSPs. As previously reported, the autophagy pathways are related to *Potyvirus* infection (Cheng and Wang, 2017), thus, we also paid attention to this pathway. We found that it consisted of six genes and that all of them were downregulated.

In addition, there were also many disease-related genes found in the DEPs. In the upregulated proteins, there were four non-specific lipid transfer proteins (nsLTPs) (Bra020323, Bra020322, Bra006721, and Bra000377) that were predicted to encode pathogenesis-related (PR) proteins and EF1B (Bra008915), which is a translation elongation factor. Among the downregulated genes, there were three beta-1,3-glucanase genes, which have been reported to be induced by plant viruses and can accumulate in the vesicles and the cell wall to hydrolyze callose, resulting in the opening of the plasmodesmata (Epel, 2009). Although the correlation between proteome and transcriptome was low, there were still some valuable candidate genes. Bra006721 (nsLTP3) and Bra020322 (nsLTP4) present the same expression trend (upregulated) in the proteome and transcriptome. 

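Bra006721 (nsLTP3) had 20.3, 80.1 and 12.9 RPKM in CK_1 to CK_3, and 532, 30.3 and 29.9 in TuMV_1 to TuMV_3. The means were 37.7 ± 36.9 and 197 ± 290 RPKM (SD, n = 3), a log2 ratio of 2.39 with a NOISeq probability of 0.894. With edgeR the log2 fold change was 2.19 (SE 1.24, adjusted p = 0.324, edgeR, Benjamini-Hochberg). Bra020322 (nsLTP4) had 105, 225 and 49.7 RPKM in CK and 1043, 79.2 and 53.0 in TuMV. Its means of 127 ± 89.5 and 392 ± 564 RPKM gave a log2 ratio of 1.63 with a NOISeq probability of 0.860, and a log2 fold change of 1.44 (SE 1.12, adjusted p = 0.471, edgeR, Benjamini-Hochberg). For both genes the higher mean in TuMV comes from TuMV_1. Without that library the log2 ratio was −0.33 for Bra006721 and −0.94 for Bra020322, and the edgeR log2 fold change −0.47 and −1.08. The values of the groups overlapped for both.

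**Figure D4:**
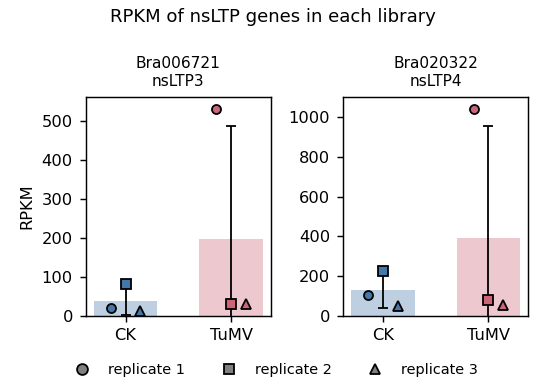
RPKM (vertical axis, from 0) of Bra006721 (nsLTP3) and Bra020322 (nsLTP4) in CK (blue) and TuMV (red), with bars for the mean, error bars for the SD (n = 3) and 1 marker shape per replicate number. The value of replicate 1 of TuMV lies far above the other five for both genes, and TuMV replicates 2 and 3 lie within the CK range.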

Bra025730 (pathogenesis-related thaumatin superfamily protein), Bra003273 (BETA-1, 3-GLUCANASE 3), Bra000315 (chitinase), Bra036259 (chitinase), and Bra004771 all showed an opposite expression trend (downregulated in the proteome, upregulated in the transcriptome) (Table 2). 

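For 3 of these genes the spread in CK comes from CK_1. Bra025730 had 310 RPKM in CK_1 against 32.7 and 33.7 in CK_2 and CK_3, and 599 ± 155 in TuMV (SD, n = 3). With all libraries the log2 fold change was 2.12 (SE 0.87, adjusted p = 0.197, edgeR, Benjamini-Hochberg) and 3.96 without CK_1 (adjusted p = 0.00715). Bra003273 had 149 RPKM in CK_1, 12.8 in CK_2 and 8.64 in CK_3, and 170 ± 142 in TuMV. It had a log2 fold change of 1.43 (SE 1.09, adjusted p = 0.462, edgeR, Benjamini-Hochberg), of 3.76 without CK_1 (adjusted p = 0.0459) and of 0.51 without TuMV_1. Bra004771, annotated as chitinase, had 43.3 RPKM in CK_1, 4.92 in CK_2 and 4.80 in CK_3, and 123 ± 65.0 in TuMV. Its log2 fold change was 2.65 (SE 0.88, adjusted p = 0.127, edgeR, Benjamini-Hochberg) and 4.43 without CK_1 (adjusted p = 0.0133). Bra000315 rose from 207 ± 47.3 to 508 ± 260 RPKM (1.12, SE 0.37, adjusted p = 0.124, edgeR, Benjamini-Hochberg) and had 0.65 without TuMV_1. Bra036259, whose best Blast match is a B. juncea glutathione S-transferase, was the only 1 of the 5 that edgeR called with all libraries. It rose from 1.75 ± 0.723 to 18.2 ± 6.23 RPKM (3.20, SE 0.42, adjusted p = 0.0138, edgeR, Benjamini-Hochberg), with 0.0600 without CK_2 and 0.0645 without TuMV_2. All 3 TuMV values lay above all CK values except for Bra003273.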

Based on the transcriptome and proteome data, we summarized the candidate genes and pathways related to TuMV infection on a preliminary network (Figure 7) that mainly focused on calcium signaling pathways, HSPs, WRKY transcription factors, and non-specific lipid transfer proteins.

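In this network, HSF4 (Bra011735) had 9.52 ± 7.81 RPKM in CK and 19.9 ± 8.25 in TuMV (SD, n = 3), with overlapping values, a log2 ratio of 1.06 and a log2 fold change of 0.91 (SE 0.60, adjusted p = 0.394, edgeR, Benjamini-Hochberg). Of the genes shown as HiP, Bra013632 had 37.0 ± 1.33 and 58.3 ± 8.37 RPKM (0.49, SE 0.17, adjusted p = 0.136, edgeR, Benjamini-Hochberg), and Bra020838 had 29.9 ± 1.95 and 37.5 ± 10.8 (0.16, SE 0.23, adjusted p = 0.706, edgeR, Benjamini-Hochberg), which changed sign without TuMV_3 (−0.11). NOISeq called none of these 3 genes, with probabilities of 0.399 to 0.662. The colours of the network stand for genes or proteins, and the proteins of these genes were not checked here. Over the 62 genes that the study names, NOISeq called 50, with 28 higher and 22 lower in TuMV. edgeR tested 61 of them and called 22 over all genes tested, and 48 had a p under 0.05 when adjusted over the list alone. From its transcriptome and proteome data the paper draws this network of candidate genes and pathways. It calls the network preliminary and relates the candidates to TuMV infection.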

**FIGURE 7:**
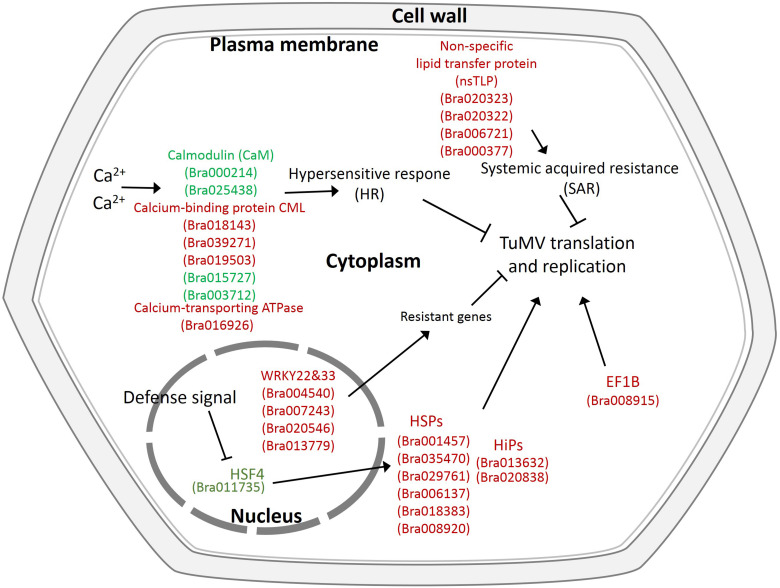
Proposed model depicting related networks in Chinese cabbage under TuMV infection. The majority of the significant differentially expressed genes or proteins related to TuMV infection are shown in color. Red denotes upregulated genes or proteins, and green represents downregulated genes or proteins.

## Discussion

### Plant Hormones Are Correlated to TuMV Resistance

Many viral diseases can lead to developmental abnormalities and aberrant phenotypes. This phenomenon may be induced by disruptions in hormone metabolism. The past decades witnessed an increase in the studies that demonstrated that viral infections can affect the production and distribution of many plant hormones such as auxin, cytokines, and gibberellins (Alazem and Lin, 2015). An interaction has been found between *Tobacco mosaic virus* (TMV) infection and the auxin-responsive pathway, which can influence the development of disease symptoms (Padmanabhan et al., 2005). Herein, we were able to obtain several auxin-responsive genes that may be related to this pathway. Moreover, since the SAUR family proteins were previously reported to be related to elongation (Gil et al., 1994), their downregulated expression may explain the growth stunting. Combined, during viral infection, a set of Aux/IAA proteins can interact with TuMV and disrupt their normal function. Since there was an antagonistic effector of SA-mediated defense signaling, the ABA levels were originally considered to be negatively correlated with disease resistance (Thaler and Bostock, 2004). However, a positive role played by ABA in increasing pathogen resistance was later revealed, and this was conferred by the induction of callose deposition at plasmodesmata, which can inhibit viral cell-to-cell movement (Mauch-Mani and Mauch, 2005). Here, we found five abscisic acid receptor PYR/PYL family genes which function at the apex of a passive regulator pathway controlling ABA signaling (Park et al., 2009).

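NOISeq called 5 of 24 genes with a KEGG entry for the PYR/PYL family, 3 lower and 2 higher in TuMV, and edgeR called none of these 5 (adjusted p 0.0632 to 0.232, edgeR, Benjamini-Hochberg). They were chosen after their values were seen. Bra005115 fell from 144 ± 13.7 to 55.5 ± 38.5 RPKM (SD, n = 3), Bra004967 from 45.3 ± 12.2 to 12.9 ± 12.4 and Bra017012 (PYL6) from 66.0 ± 5.79 to 25.9 ± 23.9. Without TuMV_1 these falls were called, with log2 fold changes of −2.19, −3.12 and −2.60 against −1.55, −2.01 and −1.55 with all libraries (adjusted p 0.0107 to 0.0298, edgeR, Benjamini-Hochberg). Bra000938 rose from 104 ± 26.0 to 407 ± 219 RPKM (1.82, SE 0.44, adjusted p = 0.0632, edgeR, Benjamini-Hochberg; 0.0260 without TuMV_1). Bra029093 (PYL8) rose from 55.0 ± 23.6 to 130 ± 67.8 RPKM with overlapping values (1.08, SE 0.49, adjusted p = 0.232, edgeR, Benjamini-Hochberg). The PYR/PYL gene that edgeR called was Bra003077 (1.62, SE 0.28, adjusted p = 0.0308, edgeR, Benjamini-Hochberg), which NOISeq did not call (probability 0.787).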

### Several Resistant Genes Are Related to TuMV Infection

In the plant-pathogen interaction category, we found many resistance genes such as LRR related genes, WRKY genes, and transcription factor MYC genes. Leucine-rich repeat (LRR) proteins have been reported to be related to plant defense and in the resistance against various pathogens including fungi, bacteria, and viruses (Jones, 1997). Peng et al. (2013) cloned six members of the LRR II subfamily from non-heading Chinese cabbage and found that these genes were induced by TuMV infection. All the LRR genes identified here were flagellin-sensitive 2 (FLS2), which had structural and functional homologies with the other resistance genes and were also involved in the innate immune system (Gómez-Gómez and Boller, 2000). WRKY22 found in this study has been reported to be related to the MAPK pathway, which can confer resistance to both bacteria and fungi (Asai et al., 2002). Furthermore, WRKY33 was reported to be required for SA-dependent defense gene expression (Loake and Grant, 2007), thus, they may also be associated with TuMV resistance. MYC2 is an important bHLH transcription factor that can regulate the expression of JA-responsive genes (Zhai et al., 2013). Two MYC2 genes identified were both downregulated, consistent with the jasmonate ZIM domain-containing genes mentioned above. This may indicate that the JA pathway is involved in the TuMV infection process. Furthermore, two Calmodulin genes (CaMs; *Bra000214*, *Bra025438*) and five Calcium-like genes (CMLs; *Bra018143*, *Bra039271*, *Bra019503*, *Bra015727*, and *Bra003712*) were identified in this study. 

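NOISeq called 2 of 80 genes whose KEGG entries include MYC2, and they also list other proteins, such as aprataxin. Bra031275, also in the qRT-PCR set, fell from 20.3 ± 0.953 to 2.88 ± 0.825 RPKM (SD, n = 3; log2 fold change −2.96, SE 0.27, adjusted p = 0.00628, edgeR, Benjamini-Hochberg) and was called without each library. Bra001826, chosen after its values were seen, fell from 56.7 ± 11.7 to 18.7 ± 7.75 RPKM (−1.77, SE 0.33, adjusted p = 0.0360, edgeR, Benjamini-Hochberg). Its adjusted p was 0.0566 to 0.127 without each library except TuMV_1. edgeR called 4 genes of this group, all lower, the others being Bra016377 (−1.66, adjusted p = 0.0472, edgeR, Benjamini-Hochberg) and Bra024998 (−1.06, adjusted p = 0.0397, edgeR, Benjamini-Hochberg).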

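Of these 7 genes, NOISeq called 6, with Bra019503 just below its threshold (probability 0.798). edgeR called 3 over all genes tested, and all 7 had a p under 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Bra025438 fell from 36.8 ± 7.94 to 10.6 ± 4.06 RPKM (SD, n = 3; log2 fold change −1.98, SE 0.33, adjusted p = 0.0275, edgeR, Benjamini-Hochberg), and Bra003712 from 139 ± 14.2 to 50.7 ± 21.7 (−1.65, SE 0.29, adjusted p = 0.0303, edgeR, Benjamini-Hochberg). Bra039271, whose KEGG entry is calmodulin, rose from 20.8 ± 6.69 to 78.0 ± 13.4 RPKM (1.74, SE 0.30, adjusted p = 0.0303, edgeR, Benjamini-Hochberg). None of the 3 was called without CK_2, CK_3, TuMV_2 or TuMV_3 (adjusted p 0.0597 to 0.118). Bra000214 (log2 fold change −1.71) and Bra015727 (−1.73) were lower and Bra018143 (1.93) and Bra019503 (1.66) higher in TuMV without being called (adjusted p 0.0794 to 0.143, edgeR, Benjamini-Hochberg). Bra000214 was called without TuMV_1 (−2.56, adjusted p = 0.0211), and Bra018143 and Bra015727 without CK_1 (2.76 and −2.03, adjusted p 0.0402 and 0.0463). For all 7 genes, the TuMV values lay outside the CK range.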

CaMs and CMLs are primary calcium sensors in all eukaryotes, and these have been reported to boost antiviral defense by causing rapid hypersensitive cell death either by forming necrotic lesions or by mediating RNA silencing (Yamakawa et al., 2001; McCormack and Braam, 2003; Perochon et al., 2011; Nakahara et al., 2012).

### Several Host Factors Are Associated With TuMV Multiplication

As obligate intracellular parasites, viruses need to recruit host factors for their infection cycle, and the lack of certain host factors can confer resistance to the host (Truniger and Aranda, 2009; Nagy and Pogany, 2012). In terms of the DEGs, we found several HSP70s. Aside from plant closteroviruses, viruses do not have their own HSP70 genes, although many have been reported to recruit host HSP70s to assist in virion assembly, replication, and cell-to-cell movement (Mine et al., 2012). 

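Bra001457 had 32.9 ± 18.7 RPKM in CK and 83.9 ± 29.2 in TuMV (SD, n = 3), Bra035470 had 10.4 ± 5.11 and 56.4 ± 41.5, and Bra029761, whose KEGG entry is an hsp70-interacting protein, had 18.4, 18.9 and 7.75 RPKM in CK and 45.1 ± 10.2 in TuMV. All 3 were NOISeq calls, and their TuMV values all lay above the CK values. Their log2 fold changes were 1.20 (SE 0.45), 2.27 (SE 0.58) and 1.44 (SE 0.33), and edgeR called none of them over all genes tested (adjusted p 0.167, 0.0714 and 0.0597, edgeR, Benjamini-Hochberg). Adjusted over the list alone, all 3 had a p under 0.05. The 32 tested genes annotated as HSP70 had a median log2 fold change of 0.17 (camera, Benjamini-Hochberg adjusted p = 0.170 over 9 families), with 13 below 0. The median was 0.33 without TMM, −0.11 without TuMV_1 and −0.04 without CK_3. The largest rise in the set was that of Bra035470, and the largest fall that of Bra007027, another hsp70-interacting protein, from 110 ± 12.9 to 51.3 ± 19.4 RPKM (−1.25, SE 0.29, adjusted p = 0.0605, edgeR, Benjamini-Hochberg).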

All the HSP70s (*Bra001457*, *Bra035470*, and *Bra029761*) were upregulated, which means they may take part in certain fundamental phases in the plant virus life cycles. A DnaJ homolog gene (*Bra008607*), functioning as part of the Hsp70 chaperone and can inhibit the *Brome mosaic virus* (BMV) negative-strand RNA synthesis (Wang et al., 2004), was identified and was also upregulated. Additionally, HSP20s, which are small heat shock proteins (sHSPs) that have the same function as HSP70, were also identified. Both *OsHSP20* and *NbHSP20* have been demonstrated to interact with RNA-dependent RNA polymerase (RdRp) of *Rice stripe virus* (RSV) and their sub-location and expression were significantly influenced by RSV (Li et al., 2015). 

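The transcript of Bra008607 rose from 7.16 ± 1.43 RPKM in CK to 31.5 ± 9.79 in TuMV (SD, n = 3), a log2 fold change of 1.97 (SE 0.32, adjusted p = 0.0261, edgeR, Benjamini-Hochberg), with all TuMV values above all CK values. The log2 fold change stayed between 1.70 and 2.18 with each library left out, and the adjusted p was 0.0569 to 0.110 without CK_2, CK_3, TuMV_2 or TuMV_3.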

As the HSP family is an abundant and complex group (Wang et al., 2004), they may exercise different functions, which can explain their inconsistent expression levels. As for the DEPs, the translation elongation factor EF1B (Bra008915) had also been identified in *Nicotiana benthamiana* as a protein required for TMV infection (Hwang et al., 2013).

### Some nsLTPs May Improve Plant Virus Resistance

We discovered many candidate genes and proteins related to TuMV infection in the correlation analysis of the transcriptome and proteome. nsLTPs are ubiquitous in animals, plants, fungi, and bacteria (Bureau et al., 1996). Although the lipid transport protein should promote virus replication, because of its participation in the assembly of viral replication (de Castro et al., 2016), nsLTPs have also been documented to assist in intercellular lipid transport and in the formation and accumulation of wax, thereby protecting against pathogens (Kader, 1996; Cameron et al., 2006). In this study, we found that nsLTP3 (Bra020323 and Bra006721) and nsLTP4 (Bra020322) were also significantly upregulated at the proteome level. Currently, there have been many studies that have demonstrated the disease resistance function of nsLTPs, such as in the resistance to fungi and bacteria in barley, maize, spinach, radish, and *Arabidopsis* (Terras et al., 1992; Molina and García-Olmedo, 1993; Segura et al., 1993). Consistent with this study, Park et al. found that *Tobacco mosaic virus* (TMV-P0) can induce *CaLTP1* expression (Park et al., 2002). Sujuon et al. also found that the silencing of *CALTPI* and *CALTPII* by VIGS can increase susceptibility to *Xanthomonas campestris* pv. *vescatoria* as well as to *Pepper mosaic mottle virus* (PMMV), and that the overexpression of *CALTPI* and *CALTPII* can enhance resistance (Sarowar et al., 2009). Moreover, nsLTPs were suggested to be involved in long-distance signaling by functioning as the systemic mobile signal for systemic acquired resistance (SAR) in plants (Sarowar et al., 2009). Despite knowledge of several biological functions of nsLTPs, their precise function(s) remains elusive; however, based on recent studies, nsLTPs have been verified to be irrelevant to intracellular lipid transport, due to their intercellular localization and intercellular secretion. For example, Ace-AMP1, which is homologous to plant nsLTPs and is isolated from onion (*Allium cepa* L.) seed, cannot transport phospholipids but have antifungal activity (Cammue et al., 1995; Tassin et al., 1998). There were several nsLTPs whose lipid-binding activities were not correlated with their antifungal activities (Sun et al., 2008). Although direct evidence is lacking, based on the enhanced susceptibility observed in this study and those in the pepper CALTPI and CALTPII study and in the *Arabidopsis* DIR1 study, it is logical to speculate that nsLTPs might serve as transporters for mobile signals during TuMV infection.

### The Correlation Between Transcriptome and Proteome in TuMV Infection

To better elucidate the infection mechanism, we analyzed the correlation between the transcriptome and proteome by obtaining the PCC (Figure 6). Overall, the correlation between the transcriptome and proteome was rather low (*R* = −0.0211), and for those selected due to their significantly changed transcriptome and proteome, the same change trend was calculated to be *R* = 0.8000 and the opposite change trend was *R* = −0.4762. As previously reported, there was no necessary correlation between transcriptome and proteome, and normally the correlation was very low (Gygi et al., 1999; Foss et al., 2007; Ghazalpour et al., 2011). But there were exceptions, for example, an overall moderate correlation was obtained between transcriptome and proteome patterns of *Pseudomonas syringae* pv. *tomato* DC3000 *in planta* bacterial multi-omics (Nobori et al., 2020). Based on the fact that the transcriptome is the intermediate state of gene expression and that the proteome is the final state of gene expression, the two types of expression levels generally correspond to each other. On the other hand, organisms can also make full use of this network to regulate protein abundance through methods such as DNA methylation, RNA silencing, and protein degradation. Therefore, most data that lie between the transcriptome and proteome are relevant; furthermore, there exist a few genes that are not relevant due to these regulatory mechanisms. There are other abiotic factors that influence data correlation such as differences in the technical systems, differences between data types and methods, and the effects of proteins with high abundance.

## Data Availability Statement

Our RNA-sequencing data have been submitted to the GEO repository. The GEO accession number is GSE151932.

## Author Contributions

SL, CZ, LG, and XH conceived the study. SL, LG, and RZ completed the experiments. SL, CZ, and LG contributed to data analysis and manuscript preparation. CZ and XH participated in the planning of experiments and revising the manuscript. All the authors read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

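RNA was taken from leaves of TuMV-inoculated and control plants of Chinese cabbage at 21 dpi, with 3 biological replicates per group, which gave 6 libraries. The authors trimmed the reads with Trimmomatic, mapped them with SOAP2 and kept reads that mapped to a single place. For each library the authors deposited the counts of these unique reads on each gene, without normalization. The deposited RPKM values were made by the authors by dividing the counts by the coding length of the gene and by the library's total of unique reads on genes. The deposited coverage values give, in percent (%), the part of a gene's coding length that the authors found covered by unique reads. RPKM recomputed from the counts differed from the deposited values by a relative difference of at most 2.06e-08. All 31513 genes listed had a read in at least 1 library, and all listed lengths were multiples of 3. A KEGG Orthology entry was listed for 18509 genes (58.7%) and a best Blast match for 30797 (97.7%). The gene identifiers matched 0 genes of the reference annotation held, so no positions are given.

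The groups were compared in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr by group and the quasi-likelihood F test), which tested 23154 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1 were called. The standard error is the absolute log2 fold change divided by the square root of F. The biological coefficient of variation was 0.300. Sets of genes were tested with camera from limma 3.58.1 (preset correlation 0.01) over 9 families of at least 5 tested genes, chosen by keywords in the deposited annotation. The genes that the article reports by pathway position were grouped by their KEGG Orthology entries, and a gene can carry more than 1 entry. NOISeq was written again in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0) on the RPKM values, with zeros set to 0.001, and genes with an absolute log2 ratio of at least 1 and a probability of at least 0.8 were called. GO terms were tested by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 5 terms. The background was all genes annotated in the same GO field for NOISeq, and those among them that were tested for edgeR. Correlations over the genes of Table 2 were tested by exact permutation of the pairings, or by 100000 permutations over all 12 genes, two-sided. Figures were drawn with matplotlib 3.10.9.

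Each method was tested on simulated data with 200 genes changed by 3 on the log2 scale in 3 libraries against 3. edgeR recovered 97.5% with 7 false calls, DESeq2 1.42.0 96.5% with 18, limma 98.5% with 9 and NOISeq 66% with 9. The simulation gave all genes the same dispersion of 0.09, with no further differences between replicates. Changed genes were drawn from those that passed edgeR's expression filter. The real libraries vary more unevenly, so these shares are not the power or the false calls of the comparison here.

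The tests, thresholds, families, alternatives and the rule for naming genes were set before the data were examined, apart from the exceptions given in the text. The rule names every gene that the article names by its identifier in the text, Table 2, Figures 3, 6 and 7 and Table S1, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, and the largest rise and fall of each family. Values in Table 2 and the first parts of Tables S4 and S5 had been seen when the rule was written. The alternatives were DESeq2, limma-trend on log2 RPKM with a pseudocount of 0.5, 0.1 or 1, no TMM, no expression filter, a stricter filter, other thresholds, the replicate number as a block, other set tests, other settings of NOISeq and of the correlations, and each library left out. Setting zeros to 0.01 in NOISeq and testing GO terms among the edgeR calls were added after the data had been seen.

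Tables S4 and S5 are held in part (1997 and 277 gene rows, the latter all lower in TuMV), so they were used only to check the recomputed NOISeq values. Tables S6 to S13, the pathway maps and the protein data beyond Table 2 were not used here.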

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

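The tests of TMM scaling, of single libraries and of genes of like length were chosen after the result was seen, and the rank correlation with length was written before it.

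The 5 genes with the largest rises in TuMV among called genes whose groups do not overlap are not named by identifier in the article. Bra018204 has a KEGG entry for the ARR family, which the article discusses as a group without naming its genes. The log2 fold change was 6.56 for Bra035742, 5.91 for Bra001264, 5.37 for Bra018204, 5.05 for Bra010149 and 4.61 for Bra017619. All 3 TuMV values of each gene lay above all 3 CK values.

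The tables argue against TMM scaling as the cause, since without it the log2 fold changes of these genes were 4.75 to 6.73. A single library does not account for their size either. With each library left out, their log2 fold changes were 4.05 to 6.63, although Bra010149 lost its call without CK_2, TuMV_2 or TuMV_3 (adjusted p 0.0604, 0.0537 and 0.0615, edgeR, Benjamini-Hochberg) and Bra017619 without CK_2, CK_3, TuMV_2 or TuMV_3 (adjusted p 0.123, 0.0585, 0.101 and 0.0914, edgeR, Benjamini-Hochberg). Over all 23154 tested genes the rank correlation of the log2 fold change with coding length was −0.154, and that of its size −0.0914, which did not decide whether gene length has a part. Genes of like length argue against it. The tested genes within 10% of the coding length of each gene had a median log2 fold change of at most 0.197 (for Bra010149). The 10 genes with the most reads took 2.84 to 4.09% of the reads of each library.

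Several explanations stay open and were not tested. They are an effect of TuMV, leaves collected at different times of day in the groups, and, for Bra010149, whose best Blast match is a protein of Phytophthora sojae, reads from another organism.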

How the results depend on the processing

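The calls of NOISeq with zeros set to 0.01 and the GO terms of edgeR calls were computed only after the results were seen, and the other alternatives were set beforehand.

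The number of genes called by edgeR was 884. DESeq2 called 2064 and an adjusted p of at most 0.001 left 1. The limma settings, no TMM, no expression filter, the stricter filter and no limit on fold change gave 927 to 1105. Leaving out each library gave 87 to 1633. The lowest count came without TuMV_3 and the highest without TuMV_1, and the cause was not tested beyond the smaller number of libraries. No alternative called a gene in the opposite direction. NOISeq called 742 genes, 1234 with zeros set to 0.5, 41 at a probability of at least 0.9 and 1321 among genes with an RPKM of at least 1 in 3 or more libraries. Leaving out each library gave 633 to 1163. The cause was not tested for the zeros and the RPKM filter.

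The labels number the replicates of both groups alike. With the replicate number as a block (replicate block), edgeR called 1856 genes, 872 of them shared with the 884. The replicate numbers alone do not show that samples were paired, and neither the article nor the labels state a pairing. After the group means were removed, r between libraries with the same number was 0.342, 0.0995 and 0.492, against −0.406 to 0.0647 for the others. All values for the same number lay above all others. An effect shared by libraries of the same number therefore stays open, and the main test does not model it. The block also lowered the dispersion, from 0.0898 to 0.0498.

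SAUR and GH3 and jasmonate ZIM were lower in TuMV under every alternative and past the threshold under all apart from the set tests that follow. With fry, jasmonate ZIM had an adjusted p of 0.0813 and chlorophyll a/b binding 0.378. With camera and an estimated correlation, SAUR and GH3 had 0.0538, jasmonate ZIM 0.329 and chlorophyll a/b binding 0.567. These tests use the correlation of the genes within a family, which the preset value does not. The circadian clock passed the threshold without TMM (0.0324), and HSP20 changed direction with DESeq2 (0.952), for which the cause was not tested. With each library left out, the adjusted p ran from 5.22e-06 to 0.554 for chlorophyll a/b binding, 0.0105 to 0.554 for the circadian clock, 0.0426 to 0.554 for ARR, 0.0342 to 0.726 for HSP20 and 0.0342 to 0.864 for WRKY. The highest of each came without TuMV_1. The lowest came without CK_1 for chlorophyll a/b binding, without TuMV_2 for the circadian clock and without TuMV_3 for ARR, HSP20 and WRKY.

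The mean correlation between replicates was 0.849 in CK, 0.886 in TuMV and 0.832 between the groups for RPKM without a log, and 0.939, 0.943 and 0.892 among genes with an RPKM of at least 1 in 3 or more libraries. For log2(RPKM + 0.1), it was 0.952 in TuMV and 0.929 between the groups. The order of the groups was the same in each. Over the 12 genes of Table 2, r ran from −0.581 (without TuMV_1) to 0.0623 (without CK_2). The GO term immune system process had 0 calls with NOISeq and 1 with edgeR (odds ratio 1.89, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.467).

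Of 120 tested genes named in the text, 59 were called. Under the alternatives apart from the other thresholds, the replicate block and the libraries left out, 53 of these kept their call. Bra015998 lost it with limma and a pseudocount of 0.1 (adjusted p = 0.0535, Benjamini-Hochberg), Bra040926 without the expression filter (0.0556), and Bra016377, Bra022164, Bra022422 and Bra024998 without TMM (0.0578, 0.0637, 0.0531 and 0.0670) and with limma at 2 or all of the pseudocounts. With each library left out as well, 13 did. The number that lost the call was 8 without CK_1, 38 without CK_2, 23 without CK_3, 40 without TuMV_2, 44 without TuMV_3 and 2 without TuMV_1. DESeq2 called 32 further genes. The direction of 5 genes changed under an alternative, and none of the 5 was called. Over the libraries left out, the log2 fold change ran from −1.08 to 2.12 for Bra020322 and from −0.47 to 3.35 for Bra006721, in both cases lowest without TuMV_1 and highest without CK_2. For Bra020323 it ran from −1.08 to 0.91 with the same libraries, with −0.13 without CK_1 and −0.21 without CK_3, and was −0.072 with the replicate block. For Bra020838 it ran from −0.11 (without TuMV_3) to 0.29. For Bra002927 it ran from −1.20 (without TuMV_1) to 1.66, was −0.040, −0.073 and −0.0047 with limma and a pseudocount of 0.5, 0.1 and 1, and was −0.24 with the replicate block. Single libraries account for the changes with a library left out, and the cause of the others was not tested.

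Depth limits the genes with few reads. With 1 in 2 reads kept, 20220 to 20991 genes per library would have at least 10 reads, against 22442 to 23078.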

Differences from the paper's values

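The setting of zeros to 0.01 in NOISeq and the GO terms of edgeR calls were chosen after the values were seen.

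Across the 4 genes of Table 2 that the paper lists with the same trend, the correlation of transcript and protein was 0.920 as Pearson's r, and the paper's value is 0.8000. Across the 8 genes with the opposite trend, it was −0.791, and the paper's value is −0.4762. Of the alternatives set before the data were examined, Spearman's rho gave the paper's values (0.800 and −0.476). The model log2 fold change (0.919 and −0.798) and leaving out each library (0.235 to 0.946 and −0.892 to −0.715) did not.

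The paper reports 757 genes called by NOISeq, against 742 here. With zeros set to 0.01, a setting chosen after the values were seen, 751 were called, and 0 of the 277 called genes held from Table S5 were dropped, while with zeros set to 0.001 272 of them were called. All 277 are lower in TuMV, so this was checked on 0 of the higher genes of that table. Bra013227, Bra008920 and Bra019503 are called in the paper and were not here (probability 0.763, 0.799 and 0.798). Bra013227 was called with zeros set to 0.5 (0.831) or 0.01 (0.825). Bra008920 was called with zeros set to 0.5 (0.875) or 0.01 (0.806), with the RPKM filter (0.837) and without CK_1 (0.809), TuMV_1 (0.846) or TuMV_2 (0.816). Bra019503 was called with zeros set to 0.5 (0.854), with the RPKM filter (0.854) and without CK_1 (0.826), CK_2 (0.810) or TuMV_2 (0.815).

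The paper shows HSF4 (Bra011735) in Figure 7 in the colour of lower genes or proteins. The mean RPKM of HSF4 was higher in TuMV here (log2 ratio 1.06), without a call. Its protein was not checked, so a fall of the protein stays possible. The paper states that its genes of the autophagy pathway were all lower in TuMV. The 28 genes annotated as autophagy components were not matched to the paper's genes. Of them, 0 were called by NOISeq with zeros at 0.001 and 1 with zeros set to 0.5. The log2 ratio of mean RPKM was below 0 for 6 of the 28, and edgeR's log2 fold change, scaled by TMM, for 13. The paper lists immune system process among the biological processes with a higher share in its calls. Its broad GO classes may also count genes listed under child terms, so the shares of GO terms here may not be measured alike. Counting genes listed under immune system process itself, without its parent or child terms, 0 of 523 annotated NOISeq calls had it here. With 0.450 expected by chance from 16 annotated genes, the count is too small to show a difference. edgeR called 1, while the shares of rhythmic process (2.49% against 0.506%), response to stimulus (1.34% against 0.984%) and metabolic process (5.35% against 4.67%) were higher in the NOISeq calls, past the threshold for rhythmic process alone. The paper states that the calls did not differ from all genes in cellular component. Here the extracellular region was listed for 10.4% of annotated NOISeq calls and 3.66% of annotated genes, while edgeR calls had no significant excess (4.65%).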

Other observations

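All tests of explanations given here were chosen after the patterns were seen.

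With 3 libraries in each group there are 10 splits of the 6 libraries. Only 1 of the 10, the real one, called as many genes, and the other splits called 0 with 96 to 3299 genes at an unadjusted p under 0.05, and 10 splits cannot give a share under 0.05 whatever the data, so this count alone does not exclude chance. For the gene families, 9 of the 10 splits moved at least as many families past the threshold as the 3 of the real split, with up to 8 in another. Chance cannot be excluded as the source of the camera results.

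CCA1, LHY, PRR9 and other genes named as morning or daytime clock genes fell in TuMV, while genes named as PRR1 and ELF3 rose. The 10 genes of the day list, chosen by name, had a median log2 fold change of −2.25 and were all below 0, and the 4 genes of the evening list had 1.18 and were all above 0. These lists go by the name of the best Blast match and leave out 42 of the 56 tested genes of the clock set, 22 of them above and 20 below 0. Among the 42, edgeR called 5 lower (−3.47 to −1.62) and 4 higher, Bra015548 (3.61), Bra039503 (3.48), Bra030669 (3.44) and Bra032061 (1.20). The call was kept without each library for Bra030669, and lost without CK_2, TuMV_2 or TuMV_3 for the other 3, without CK_3 for Bra039503 and Bra032061 and without CK_1 for Bra032061. KEGG entries of Bra015548 and Bra030669 include PRR5, those of Bra039503 CCA1 and LHY, and that of Bra031274, which fell (−3.17, adjusted p = 0.0902, edgeR, Benjamini-Hochberg), ELF3. For Bra030669, the first entry is a mitochondrial iron transporter. Bra002512 and Bra012623, whose best Blast matches are named PRR3 and PRR2, were in neither list. Their log2 fold changes were −1.05 and 0.62, without a call. So the split by time of day holds for the genes of the 2 lists and not for every gene with such an entry. It was not tested for other clock names. A loss of all clock transcripts alike would not give the rise of the evening list, at 1.18. That rise is part of the pattern itself and not a separate test. TMM scaling is argued against by the day list without TMM, at −2.09, with 1.34 for the evening list. Reads moved between near-identical copies are argued against by the RPKM summed over the 2 copies of PRR1, which was 70.2 to 108 in CK and 243 to 453 in TuMV (log2 ratio 2.00). A single library is argued against by the day list with a library left out, at −2.09 or lower, and the evening list at 1.00 or higher. The difference between the lists, 3.43, may come from leaves collected at different times of day in the groups or from an effect of infection on the clock. These cannot be told apart, because the time of day of each collection is not given in the sources used.

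Defense transcripts were high in CK_1. Bra025730, Bra000876 and Bra004771 had 310, 137 and 43.3 RPKM in CK_1, against 33.7, 13.3 and 4.92 or less in CK_2 and CK_3. Among the TuMV libraries, TuMV_1 was the highest for each of them (768, 366 and 196 RPKM). A cause shared by replicate 1 of both groups was not tested for these transcripts. Over the 1096 genes called without CK_1, its median position between the other CK libraries (0) and TuMV (1) was 0.317, with quartiles of 0.00624 and 0.655, which argues against CK_1 being a TuMV library under the wrong label. The position computed in this way was 0.0152 for CK_2, over the 179 genes called without it. For CK_3 it was 0.131, over the 507 genes called without that library. TuMV leaf RNA mixed into CK_1 would need a share of 0.326 (Bra004771) to 0.866 (Bra003273) for the defense transcripts Bra025730, Bra003273, Bra000876, Bra004771 and Bra028091. A first test, the median position of the 416 higher genes among them, gave 0.391 and did not decide it. A second, with limits set after the values were seen, took 24 abundant transcripts with a log2 fold change of at least 4 in the fit without CK_1 and a mean of at least 20 RPKM in TuMV. Of these, 7 lay at the CK level in CK_1, at positions of at most 0.0867, which argues against mixed RNA as the whole cause. A wider defense state of the CK_1 leaves may be the cause. The median of 502 genes annotated to defense response was 0.115 higher in CK_1 (log2), above 93.1% of 10000 random lists matched on expression (range of the middle 95%, 0.0209 to 0.128). These lists measure the spread between genes of this 1 library and not between plants, so the test does not decide it.

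The nsLTP genes Bra006721 and Bra020322 were high in TuMV_1 alone, by 4.12 and 4.00 on the log2 scale against the other TuMV libraries. A smaller depth of TuMV_1 is argued against by the reads before scaling, which in TuMV_1 were 15.1 times (Bra006721) and 11.3 times (Bra020322) those of the higher of the other TuMV libraries. Water or abscisic acid stress of the TuMV_1 leaves is a candidate explanation. The median of 30 genes named as dehydrins, LEA proteins or cold- and abscisic acid-regulated genes was 0.296 higher in TuMV_1, above 98.4% of 10000 random lists matched on expression (−0.185 to 0.279), and 56.7% of the 30 lay above the median of all genes. It is a hypothesis only, from 1 of 2 tests of this kind, without adjustment.

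Genes that the article discusses at the protein level alone had these transcripts. Bra020323 had 107 ± 80.0 RPKM in CK and 133 ± 133 in TuMV (SD, n = 3; log2 fold change 0.13, SE 0.75, adjusted p = 0.933, edgeR, Benjamini-Hochberg), and changed sign without CK_1 (−0.13), CK_3 (−0.21) or TuMV_1 (−1.08). Bra000377 had a log2 fold change of −1.28 (SE 0.45, adjusted p = 0.147, edgeR, Benjamini-Hochberg). Bra008915 fell from 27.7 ± 10.9 to 8.00 ± 4.26 RPKM (−1.99, SE 0.49, adjusted p = 0.0677, edgeR, Benjamini-Hochberg), and was called without CK_1 (−2.28, adjusted p = 0.0470). Bra005963 and Bra013017, which the article names for the smallest and largest protein mass, had log2 fold changes of 0.69 (SE 0.29, adjusted p = 0.208) and −0.28 (SE 0.16, adjusted p = 0.342, edgeR, Benjamini-Hochberg). The actin gene Bra028615 had 180 ± 5.67 and 174 ± 31.9 RPKM (−0.22, SE 0.18, adjusted p = 0.499, edgeR, Benjamini-Hochberg).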
